# Effects of internal low-dose irradiation from ^131^I on gene expression in normal tissues in Balb/c mice

**DOI:** 10.1186/2191-219X-1-29

**Published:** 2011-11-28

**Authors:** Emil Schüler, Toshima Z Parris, Nils Rudqvist, Khalil Helou, Eva Forssell-Aronsson

**Keywords:** gene expression, low absorbed dose, iodide-131, irradiation, radiobiology, normal tissue damage

## Abstract

**Background:**

The aim of this study was to investigate the global gene expression response of normal tissues following internal low absorbed dose irradiation of ^131^I.

**Methods:**

Balb/c mice were intravenously injected with 13 to 260 kBq of ^131^I and euthanized 24 h after injection. Kidneys, liver, lungs, and spleen were surgically removed. The absorbed dose to the tissues was 0.1 to 9.7 mGy. Total RNA was extracted, and Illumina MouseRef-8 Whole-Genome Expression BeadChips (Illumina, Inc., San Diego, California, USA) were used to compare the gene expression of the irradiated tissues to that of non-irradiated controls. The Benjamini-Hochberg method was used to determine differentially expressed transcripts and control for false discovery rate. Only transcripts with a modulation of 1.5-fold or higher, either positively or negatively regulated, were included in the analysis.

**Results:**

The number of transcripts affected ranged from 260 in the kidney cortex to 857 in the lungs. The majority of the affected transcripts were specific for the different absorbed doses delivered, and few transcripts were shared between the different tissues investigated. The response of the transcripts affected at all dose levels was generally found to be independent of dose, and only a few transcripts showed increasing or decreasing regulation with increasing absorbed dose. Few biological processes were affected at all absorbed dose levels studied or in all tissues studied. The types of biological processes affected were clearly tissue-dependent. Immune response was the only biological process affected in all tissues, and processes affected in more than three tissues were primarily associated with the response to stimuli and metabolism.

**Conclusion:**

Despite the low absorbed doses delivered to the tissues investigated, a surprisingly strong response was observed. Affected biological processes were primarily associated with the normal function of the tissues, and only small deviations from the normal metabolic activity in the tissues were induced.

## Background

The biological effects of low absorbed doses and dose rates of ionizing radiation on normal tissue are today subjected to intense research and discussion. The most detailed knowledge of these effects comes from epidemiological studies based on data from A-bomb survivors and other populations exposed to ionizing radiation [1,2]. These data are, to a great extent, composed of high-dose and dose-rate exposures with mixed radiation types and inherent uncertainties in dosimetry. The current risk assessment used for radiation protection assumes that low-dose and low-dose-rate exposures result in the same risk per unit absorbed dose or effective dose compared to high-dose exposures (LNT model) [3-5].

Gene expression analysis using microarray technology can provide a comprehensive view of the biological effects of low doses of ionizing radiation. By studying cellular responses at the gene expression level, it may be possible to elucidate the mechanisms of radiation on normal tissues and identify genes linked to specific endpoints [6]. The impact of radiation on gene expression has predominantly been studied *in vitro*, possibly due to easier experimental conditions, e.g., one cell type, and better defined spatial and temporal exposures. However, *in vivo *studies are needed to elucidate the response of radiation on the different tissues and organs of the entire organism.

Few *in vivo *studies have been published with an analysis of gene expression alterations in tissues externally exposed by ionizing radiation and even fewer studies, using internal irradiation. The response in the brain tissue after an external acute high-dose irradiation (X-ray and gamma irradiation, 2 to 20 Gy) has been studied in mice [7,8]. The results showed an increasing number of modulated genes with the absorbed dose, and a peak in the number of upregulated transcripts with the dose was seen at 10 Gy after 5 h. A peak in the number of regulated transcripts was also found at 1 to 5 h after irradiation, however, with few genes in common between the different time points.

*In vivo *studies on the mouse liver with low-dose-rate irradiation showed results indicating a distinction between high- and low-dose exposures [9], which support the results found by Taki et al. in the mouse kidney [10]. Others have also investigated the effect on the mouse kidney with varying experimental protocols and results [8,11].

Iodine-131 [^131^I] is part of the uranium decay scheme and may be released into the environment by a nuclear accident. After the Chernobyl accident, the major cause of cancer in the affected areas was childhood thyroid cancer due to exposure mainly from ^131^I [12]. ^131^I is a radionuclide of interest in many applications. If introduced into the body, ^131^I is accumulated in the thyroid and to some extent, in the other organs [13,14]. Due to its biological, chemical, and physical properties, ^131^I is widely used in various diagnostic examinations as well as in radionuclide therapy of many different kinds of disorders [15-18].

The aim of this study was to investigate the effects of an internal exposure of ^131^I of low absorbed doses on the gene expression patterns in normal tissues in mice.

## Methods

### Irradiation

Female inbred BALB/c mice (Charles River, Salzfeld, Germany) were divided into four groups with two animals in each group. ^131^I in the form of sodium iodide (GE Health Care, Braunschweig, Germany) was diluted in phosphate-buffered saline (pH 7). Mice in three of the four groups were intravenously injected in the tail vein with 13, 130, and 260 kBq ^131^I, respectively, while the mice in the control group did not receive any injection. The animals had access to water and standard mouse food *ad libitum*. The experimental protocol was approved by the Ethical Committee on Animal Experiments in Gothenburg, Sweden.

The animals were euthanized 24 h after injection by pentobarbitalnatrium, and the kidneys, liver, lungs, and spleen were surgically removed. Tissue samples were immediately flash-frozen using liquid nitrogen and stored at -80°C until further analysis.

### Dosimetry

The absorbed dose to the different tissues investigated was calculated according to the Medical Internal Radiation Dose [MIRD] formalism [19]:

$${\bar{D}}_{\text{tissue}}={Ã}_{\text{tissue}}\times \sum n_{\text{i}}E_{\text{i}}\times \phi_{\text{i}}∕m_{\text{tissue}},$$

where *Ã*_tissue _is the cumulated activity during 24 h in the tissue investigated; *n*_i _is the probability that radiation, i, with the energy, *E*_i_, will be emitted per decay; *ϕ*_i _is the absorbed fraction of radiation, i; and *m*_tissue _is the mass of the tissue investigated. Only the contribution from the electrons emitted was included. Data for *Ã*, *n*_i_, *E*_i_, and *ϕ*_i _were found in the literature (Table 1) [20-22]. Briefly, the cumulated activity was determined from the biodistribution data from the same type of mice, assuming similar biokinetics irrespective of the activity administered (in the range studied), determined 4, 12, and 24 h after injection of ^131^I [22]. A monoexponential curve was fitted to the time-activity-concentration data and integrated over 24 h. The estimated absorbed dose in the tissues studied for the three groups is presented in Table 1.

**Table 1:** Dosimetric estimation

	Kidneys	Liver	Lungs	Spleen	Reference
Cumulated activity (*Ã*) (kBq·s)	161544	313027	217091	49087	Lundh et al. [22]
Energy per decay (*n*_i _× *E*_i_) (keV)	190	190	190	190	MIRD [21]
Absorbed fraction (*ϕ*_i_)	0.919	0.954	0.85	0.854	Flynn et al. [20]
Mass (g)	0.34	1.2	0.15	0.079	
*D *(13 kBq) (mGy)	0.17	0.10	0.49	0.21	
*D *(130 kBq) (mGy)	1.7	0.98	4.9	2.1	
*D *(260 kBq) (mGy)	3.5	2.0	9.7	4.2	

Values used for the absorbed dose calculation, *Ã*, *n*_i _× *E*_i _, and *ϕ*_i_, are given with references, together with the mass of the organs. The estimated absorbed doses, *D*, delivered to the different tissues from 13, 130, and 260 kBq ^131^I are shown.

### Gene expression analysis

The kidney cortex and medulla were separated. Fresh frozen tissue samples were pooled within the groups and homogenized using the Mikro-Dismembrator S ball mill (Sartorius Stedim Biotech, Aubagne Cedex, France). Total RNA was extracted using the RNeasy Lipid Tissue Mini Kit (Qiagen, Hilden, Germany) according to the manufacturer's instructions. RNA integrity was assessed using RNA 6000 Nano LabChip Kit with Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). Samples with RNA Integrity Number values above 6.0 were selected for further analysis.

The RNA samples were processed at the Swegene Center for Integrative Biology at Lund University. Hybridizations were performed on Illumina MouseRef-8 Whole-Genome Expression BeadChips (Illumina, Inc., San Diego, California, USA), containing 25,697 probes. Three independent hybridizations were performed on each sample to study technical variability. Images were acquired with the Illumina BeadArray Reader scanner and analyzed with the BeadScan 3.5.31.17122 image analysis software (Illumina, Inc., San Diego, California, USA).

### Data processing and statistical analysis

The web-based BioArray Software Environment system (BioArray Solutions, Ltd., Warren, NJ, USA) was used for data preprocessing and quantile normalization of the raw signal intensities, according to the recommendations given by Illumina. Further analysis was conducted using Nexus Expression 2.0 (BioDiscovery, El Segundo, CA, USA) using log2-transformed, normalized expression values and a variance filter.

The Benjamini-Hochberg method was used to control the false discovery rate [23]. Differential gene expression (at least 1.5-fold change) was deemed statistically significant if the *p *value after adjustment for multiple testing with the Benjamini-Hochberg method was lower than 0.01.

Affected biological processes were determined by identifying gene sets associated with different Gene Ontology [GO] terms. A *p *value cutoff of 0.05 was used. The GO data was further categorized into seven parental biological processes: metabolic processes, transport, cellular processes, system processes, developmental processes, immune response, and response to stimulus and stress. Gene expression data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus [GEO:GSE32014].

### Quantitative real-time PCR

Seven genes (*Dao1 *in the kidney cortex and medulla, *Asprv1 *and *Ltf *in the lung, *Cfd *and *Lcn2 *in the spleen, and *Cyba *and *Cyb5r3 *in the liver) were selected from the gene list of significantly differentially expressed genes and analyzed using RT-PCR with predesigned TaqMan assays (Applied Biosystems, Carlsbad, CA, USA). Another three genes (*B2m*, *Gusb*, *Ywhaz*) with homogenous expression throughout the arrays were used for normalization. All reactions were performed on the cDNA synthesized from the same RNA extraction as the microarray experiments using SuperScript™ III First-Strand Synthesis SuperMix (Invitrogen, Carlsbad, CA, USA). Quantification was performed by the standard curve method. All samples were normalized by calculating the geometric mean of the three endogenous controls. The correlation between the two methods was calculated using the Pearson correlation coefficient.

## Results

### Dosimetry

The absorbed doses delivered to the different tissues investigated are presented in Table 1. The lowest and highest absorbed doses were received by the liver and lungs: 0.10 to 2.0 mGy and 0.49 to 9.7 mGy, respectively.

### Differential gene expression after irradiation

The number of regulated transcripts observed in the different tissues varied from 260 in the kidney cortex to 857 in the lung (Table 2). 

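The arrays measured polyadenylated transcripts of kidney cortex, kidney medulla, liver, lung and spleen, taken 24 h after intravenous injection of 13, 130 or 260 kBq 131I. Control mice received no injection, and each array carries RNA pooled from 2 female BALB/c mice. A single array for each of the 5 tissues and 4 activities was analysed here, 20 in all, so no p-value is given for 1 activity against the control. The 3 comparisons within a tissue share 1 control array, and the 5 tissues of an activity come from the same mice. Cortex and medulla lay on 1 bead chip, liver on another, and lung and spleen on a further one, so that all comparisons with control were made within a chip. The deposited signals are means over the beads of a probe, with a median of 38 to 40 beads, and carry neither background subtraction nor normalization. The authors quantile normalized the signals, filtered them by variance, and took a fold change of at least 1.5 with an adjusted p under 0.01; they state 3 hybridizations per sample. Here, all 20 arrays were background corrected from the detection p-values, offset by 16, quantile normalized and log2 transformed with the neqc function of limma. A probe was called detected at a detection p under 0.01 and was kept for a tissue if detected on at least 1 of its 4 arrays. Ratios were floored at the lowest detected value of an array, so that a ratio against an undetected probe is a lower bound, written as at least N-fold. Probes 1.5-fold or more above or below control are called regulated, and the value of a gene is that of its brightest probe unless another is named. Detected probes per array ranged from 8939 in the liver to 12945 in the lung, and median signals from 96.5 to 134. The standard error over beads of a log2 ratio had a median of 0.139 to 0.227 among regulated probes, which measures the array and not the mice. A test against control was possible only with the 3 injected arrays as 1 group, for which limma's moderated test was used, the lone control being assumed to vary like the others. Gene lists were written before the data were examined but after the paper's tables had been read. Each list's median log2 ratio was placed among 10000 random lists matched on signal. This percentile describes the arrays and is not a test across mice. Adjusting limma's test over the genes of a list alone, as given below for some lists, was not planned. Several lists hold genes the paper names from these samples, so calls adjusted in this way are no independent support.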

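In the spleen of mice given 260 kBq, arginase Arg1, a marker of alternatively activated macrophages, was at least 28.2-fold higher than in the control. The monocyte chemokine Ccl12 was 15.0-fold higher there, and the matrix proteins Timp1 and Mmp13 were 12.6- and 11.8-fold higher. In the liver at 13 kBq, the urinary protein Mup20 was 24.6-fold lower, and Dio1, the enzyme that activates thyroid hormone, was 4.15-fold lower. In the lung at 13 kBq, the monocyte chemokine Ccl8 was 10.3-fold higher. In the kidney cortex at 13 kBq, fibrinogen chain Fgg was 8.61-fold higher and the lymphocyte antigen gene Ly6f at least 9.31-fold higher. At any of the 3 activities, 1627 of 12655 kept probes were regulated in the cortex, 2462 of 12867 in the medulla, 2887 of 10526 in the liver, 3141 of 13153 in the spleen and 3305 of 14290 in the lung. In the liver the counts at 13, 130 and 260 kBq were 1614, 1577 and 1747, and in the spleen 1462, 1322 and 1190. The authors' normalized values gave 347, 697, 1387, 995 and 1195 probes at any activity in the same order of tissues, and 307, 305 and 386 liver probes passed 2-fold. Between 60.4% and 89.5% of the regulated probes of an array differed from control by more than 3 standard errors over beads.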

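Genes with higher expression in male than in female mouse kidney stood out in both kidney regions at 260 kBq. Of 12 measured genes, 9 were 1.5-fold or more higher in the cortex and 9 in the medulla and none was lower, with median log2 ratios of 1.45 and 1.78 (both at percentile 100). Without genes the paper names, a selection chosen after seeing the data, 4 and 3 of 6 were higher (median log2 ratios 0.93 and 0.38). In the same medulla array cortex markers were higher (2 of 9, median log2 ratio 0.39) and medulla markers lower (3 of 12, median log2 ratio -0.29, both in the outermost 0.5% of random lists). The androgen-responsive cytochrome Cyp2d9 was 11.2-fold higher in the cortex and 7.07-fold higher in the medulla, and the methyltransferase Inmt 4.36- and 4.28-fold higher. Cyp4a12a, a fatty acid hydroxylase, was 2.85- and 3.44-fold higher. The female-biased transporter Slc7a12 was 2.33-fold lower in the cortex, and 2 of 5 female-biased genes were lower there. Transcripts abundant in hepatocytes were also higher in the cortex at 260 kBq (6 of 11 genes, median log2 ratio 0.66), among them Mup2, which was 4.59-fold higher, and the liver esterase Ces1f, not on that list, was 9.53-fold higher; without genes the paper names, 2 of 7 were higher (median log2 ratio 0.20). At 13, 130 and 260 kBq, 872, 1020 and 1214 probes were regulated in the medulla and 786, 682 and 676 in the cortex. From the authors' normalized values these counts were 268, 247 and 363, and 198, 115 and 136.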

The number of regulated transcripts was thus the lowest for the kidneys, which is higher in the kidney medullary tissue than in the kidney cortex. Generally, upregulation was more prevalent in the analyzed specimens. 

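S100a8 and S100a9, the subunits of neutrophil calprotectin, were among the transcripts higher in several tissues. S100a8 was 2.49-, 3.36- and 2.97-fold higher in the lung at 13, 130 and 260 kBq, and 5.76-fold higher in the kidney medulla at 130 kBq. The early growth response factor Egr1 was 4.90-fold higher in the lung and 4.51-fold higher in the kidney cortex at 130 kBq, and 4.90-fold higher in the liver at 13 kBq. Among transcripts lower in the same mice, Angptl4, a lipase inhibitor that fasting raises, was 3.66-, 3.82- and 3.26-fold lower in medulla, cortex and lung at 13 kBq. Per1, a core clock gene, was 2.58- and 2.46-fold lower in spleen and lung at 13 kBq. Pooled over the 3 activities, 47.0% of the regulated probes of the kidney medulla and 43.9% of those of the cortex were higher than control. From the authors' own normalized values the share in the medulla was 33.7%.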

In the spleen and lungs, about 70% of the regulated transcripts were upregulated. 

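Granule proteins of maturing neutrophils made up much of the upper end in the spleen at 13 and 130 kBq. Of 23 measured genes, 20, 21 and 19 were regulated upwards at 13, 130 and 260 kBq and none downwards, with median log2 ratios of 1.65, 2.48 and 0.92, all at percentile 100. The protease inhibitor Stfa1 was 10.8-, 11.4- and 1.93-fold higher, and the granule protease Ctsg 4.64-, 7.78- and 1.86-fold higher. The neutrophil surface protein Cd177 was 8.93-fold higher at 130 kBq. With the 3 injected spleens as 1 group, limma called none of these genes over all probes. Their median log2 ratio to the lone control was 1.82. In the lung, 16, 17 and 9 of 22 genes of the list were regulated upwards, and the antimicrobial peptide Camp was 14.8-, 14.1- and 1.06-fold higher. Without genes the paper names, 0, 1 and 0 of 5 were regulated upwards in the lung and 4, 5 and 4 of 6 in the spleen. Pooled over activities, 54.5% of the regulated probes were higher in the spleen and 48.9% in the lung. From the authors' normalized values these shares were 65.6% and 60.9%, and after scaling each array to its median signal 22.1% and 30.3%.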

The liver revealed slightly lower values (around 60%). 

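Haptoglobin, Hp, the acute-phase protein that binds free hemoglobin, was higher in the 3 injected livers than in the lone control by a log2 ratio of 2.07 at its most strongly called probe (SE 0.18, adjusted p = 0.00521, limma). Lysozyme, Lyz2, a product of macrophages and neutrophils, was higher by 1.91. The limma ratios of genes in this paragraph are those of each gene's most strongly called probe, which need not be its brightest. The brightest probe of Lyz2 differed less from control at 130 kBq. That of Hp had a log2 ratio of 0.62 at 260 kBq, against 2.35 at its most strongly called probe. The ratios given for Hp and Lyz2 therefore hold for the probe chosen by its p-value and not for every probe of the gene. Metallothionein Mt1, which binds zinc and is raised in the acute phase, was higher by 1.46 (SE 0.14, adjusted p = 0.00547, limma). Nsdhl, an enzyme of cholesterol synthesis, was higher by 1.65 (SE 0.19, adjusted p = 0.0103, limma), and the detoxifying transferase Ugt1a6a by 1.42. Among the lower transcripts, Bhmt, which remethylates homocysteine, was lower by 1.35 (SE 0.15, adjusted p = 0.0103, limma), and the AMPK partner Fnip1 and the p53 target Trp53inp1 by 1.32 and 1.25. In all, 205 probes were called higher and 100 lower among 10526 tested. Each ratio rests on 1 control array, which is assumed to vary like the injected ones, and the same test calls other arrays that stand apart: with the 260 kBq array as the lone one it called 371 probes in the lung and 19 in the medulla, and with any injected array as the lone one none in the liver; leaving out the 13, 130 or 260 kBq array gave 189, 118 and 359 calls, and the test without a trend of variance on signal gave 0, with 1629 probes at an unadjusted p under 0.05. By the fold threshold, 53.4% of the regulated liver probes were higher, pooled over activities. Scaling each array to its median signal gave 6.10%, because it moved the median of all kept liver probes to -0.45, -0.47 and -0.35 at 13, 130 and 260 kBq, and scaling on detected probes alone, chosen after seeing the data, gave 69.4%.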

The kidney cortex showed the lowest fraction of upregulated transcripts at the middle absorbed dose but showed high values at the lowest and highest absorbed doses, while downregulation was more frequent for the kidney medulla. 

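Fat cell transcripts were lower in the kidney cortex at the middle activity. Car3, an abundant carbonic anhydrase of adipocytes, was 16.4-fold lower at 130 kBq, and the adipocyte hormone Adipoq 12.1-fold lower. Of 10 measured adipocyte genes, 7 were lower and none higher (median log2 ratio -1.63, percentile 0), against 5 lower at 13 kBq and 0 lower and 2 higher at 260 kBq (median log2 ratio 0.34, percentile 99.9); without genes the paper names, 3 of 6 were lower at 130 kBq. In the medulla at 130 kBq 5 of 10 were lower (median log2 ratio -0.48). Antiviral genes induced by type I interferon were lower in the same medulla array (6 of 12, median log2 ratio -0.57), among them Ifit3, which was 2.07-fold lower. Markers of the kidney's regions also lay apart from control in it, with median log2 ratios of -0.31 for medullary tubules, 0.26 for cortical tubules and -0.26 for endothelium, each in the outermost 1% of random lists. Tenascin C, Tnc, an extracellular matrix protein, was 3.91-fold lower, and the tight junction gene Cldn11 was 7.62-fold lower in this array and 8.62-fold higher in the cortex at 260 kBq. At 13, 130 and 260 kBq, 44.5%, 42.5% and 44.5% of the regulated cortex probes were higher than control, and 41.7%, 56.6% and 42.8% of those of the medulla. The authors' normalized values gave 53.5%, 36.5% and 53.7% in the cortex and 29.1%, 44.9% and 29.5% in the medulla. Median scaling gave 58.4%, 13.6% and 50.9% in the cortex and 72.5%, 10.2% and 54.4% in the medulla, and scaling on detected probes 55.9% in the cortex at 130 kBq and 28.6% in the medulla at 13 kBq.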

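Lipogenic transcripts were higher in the liver and, at 260 kBq, in the lung. Thrsp, a regulator of fatty acid synthesis, was 1.11-, 2.83- and 3.12-fold higher in the liver at 13, 130 and 260 kBq, and the acyltransferase Gpam 1.98-, 1.97- and 2.60-fold higher. Of 11 measured genes of fatty acid synthesis, 4, 6 and 4 were regulated upwards in the liver at 13, 130 and 260 kBq and none downwards (median log2 ratios 0.15, 0.62 and 0.51). With the injected livers as 1 group, limma called 3 of them higher over all probes and 3 when adjusted over the list alone. In the lung at 260 kBq, all 10 measured genes of the list were higher (median log2 ratio 1.69, percentile 100), with the synthase Fasn 4.16-fold higher and the elongase Elovl6 24.6-fold higher. Fat cell markers were higher with them: all 14 measured adipocyte genes were higher in this array (median log2 ratio 2.79), including Adipoq, 35.1-fold higher, and the brown fat protein Ucp1, at least 93.5-fold higher. Of the regulated liver probes, 51.5%, 54.4% and 54.1% were higher than control at 13, 130 and 260 kBq, and of the lung probes 42.6%, 52.6% and 51.9%. In the lung the authors' normalized values gave 40.7%, 68.9% and 71.7%, median scaling 25.4%, 43.8% and 29.8%, and scaling on detected probes 69.3% at 260 kBq. In the liver median scaling gave 3.97%, 4.29% and 10.8%, and scaling on detected probes 68.4%, 74.7% and 63.9%. At 13 kBq median scaling moved the median of all kept liver probes to -0.45, so the sign of the fatty acid synthesis median of 0.15 there may depend on the scaling.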

In the liver and lungs, the fraction of upregulated transcripts increased with the absorbed dose.

**Table 2:** Total number of regulated transcripts in ^131^I irradiated tissues

		Number of transcripts regulated per injected activity					
	Total number of transcripts regulated	13 kBq ^131^I		130 kBq ^131^I		260 kBq ^131^I	
Kidney medulla	423	160	↑50 (31%)	158	↑65 (41%)	208	↑65 (31%)
			↓110 (69%)		↓93 (59%)		↓143 (69%)
Kidney cortex	260	154	↑87 (56%)	85	↑30 (35%)	93	↑60 (65%)
			↓67 (44%)		↓55 (65%)		↓33 (35%)
Liver	738	417	↑250 (60%)	427	↑264 (62%)	455	↑292 (64%)
			↓167(40%)		↓163(38%)		↓163(36%)
Lung	857	320	↑149(47%)	113	↑82(73%)	596	↑475(80%)
			↓171(53%)		↓31(27%)		↓121(20%)
Spleen	607	240	↑158(66%)	306	↑240(78%)	238	↑176(74%)
			↓82(34%)		↓66(22%)		↓62(26%)

Data on changes in gene expression after i.v. injection of 13, 130, or 260 kBq. The total number of transcripts regulated in the tissues investigated is given together with the number of up- (arrows pointing up) and downregulated (arrows pointing down) transcripts given as the total number and percentage (in parentheses).

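Gdpd3, a lysophospholipase, set the pool given 13 kBq apart in every tissue studied. It was 32.6-fold higher in the lung, 16.8-fold higher in the spleen, at least 10.7-fold higher in the kidney cortex, 6.52-fold higher in the medulla and at least 4.36-fold higher in the liver, while at 130 and 260 kBq it was not regulated in any of the 5. The MHC class I gene H2-D1 was also higher at 13 kBq in all 5 tissues, by 1.99-fold in the spleen to 3.62-fold in the medulla, and the growth factor feedback inhibitor Errfi1 was lower in all 5, by 1.86-fold in the medulla to 4.20-fold in the spleen. At 260 kBq, Rusc2 was 2.82-fold lower in the lung and 2.17-fold lower in the medulla. Regulated the same way in all 5 tissues were 11 probes at 13 kBq, 4 at 130 kBq and 7 at 260 kBq. Independent lists drawn over all 25697 probes would share 3.36e-04, 1.23e-04 and 5.18e-04. Only probes kept in all 5 tissues can be regulated in all 5, so these expected numbers run low. The 5 arrays of an activity carry tissue from the same 2 mice, so differences between mice enter the counts of shared probes. In the liver the control differed from the injected arrays at a median of 1614 probes, and the injected arrays from one another at 622. In the other tissues pairs of injected arrays differed at more probes than pairs with the control: 1330 against 1020 in the medulla, 814 against 682 in the cortex, 2434 against 1400 in the lung and 2071 against 1322 in the spleen.

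**Figure D1:**
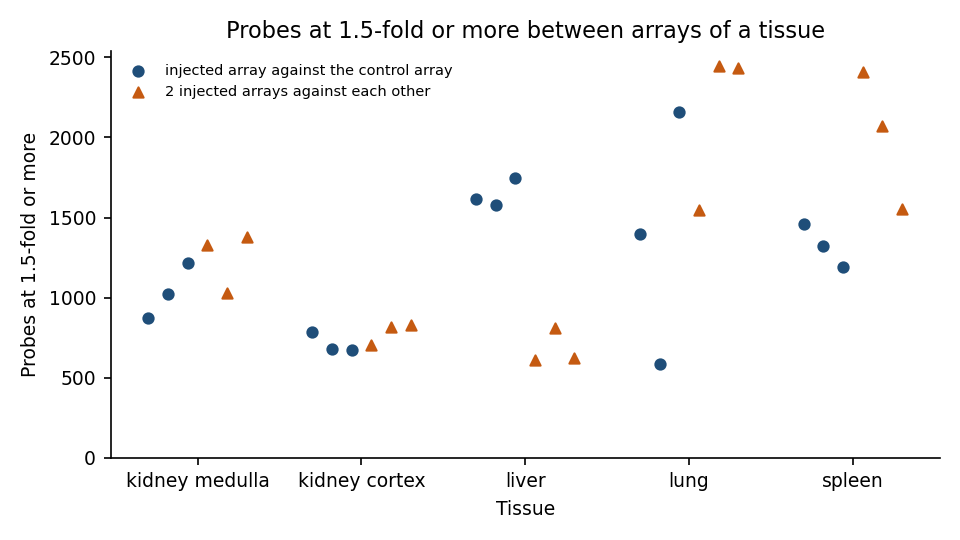
Number of probes at 1.5-fold or more between each pair of arrays of a tissue, with circles for an injected array against the control and triangles for a pair of injected arrays. In the liver the circles, at 1577 to 1747 probes, lie above the triangles, at 609 to 808, and in the spleen the triangles lie above the circles.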

A clear distinction of regulated transcripts with absorbed dose could be seen in the different tissues (Figure 1A). 

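Many ratios differed between activities, as those of red cell transcripts did in the liver. The anion exchanger Slc4a1 was 1.66-, 4.07- and 1.59-fold higher at 13, 130 and 260 kBq, the heme synthesis enzyme Alas2 1.45-, 3.07- and 1.21-fold higher and the globin Hba-a1 1.22-, 3.32- and 1.40-fold higher; at 130 kBq 3 of 5 measured erythroid genes were higher and 1 was lower. In the kidney cortex the small heat shock protein Cryab was 2.88-, 1.51- and 8.42-fold higher. Ly6f was 3.37-fold higher in the medulla at 13 kBq and 9.04-fold lower at 260 kBq, with a log2 ratio near 0 at 130 kBq. In the spleen the interferon-induced chemokine Cxcl9 was 2.97-, 1.13- and 8.08-fold higher. Of the probes regulated at any activity, 77.1% in the medulla, 73.8% in the cortex, 50.7% in the liver, 77.9% in the lung and 78.1% in the spleen passed the fold threshold at 1 activity only. At all 3 activities it was passed in the same direction by 74 probes in the medulla, 87 in the cortex, 61 in the lung and 135 in the spleen. With no change in any pool and a shared control, simulated arrays gave 122, 75.5, 275 and 240.3 such probes. Their spread was taken from the 3 injected arrays, so differences between activities or samples widen it. At any activity the simulated arrays had 2179, 1310, 3616 and 3702 regulated probes, against 2462, 1627, 3305 and 3141 measured. The simulation therefore does not set the number that chance alone would give. The authors' normalized values gave 22, 15, 39 and 60 probes at all 3 activities in either direction.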

In general, most regulated transcripts were specific for the different dose levels where few transcripts were affected at more than one dose level. Liver cells had the highest number of affected transcripts in common for all absorbed doses. 

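Neutrophil granule transcripts were higher in the liver at all 3 activities. The protease Prtn3 was 9.60-, 3.96- and 7.16-fold higher at 13, 130 and 260 kBq, and Ngp, a granule protein, 5.85-, 6.05- and 3.93-fold higher. Of 19 measured genes of this kind 16, 16 and 10 were regulated upwards and none downwards (median log2 ratios 1.93, 1.75 and 0.77). Acute-phase proteins, which hepatocytes secrete during inflammation, were higher with them at 12, 5 and 12 of 20 genes (median log2 ratios 0.81, 0.28 and 0.72), Orm2 by 6.04-, 2.75- and 4.60-fold. Median scaling moved the median of all kept liver probes to -0.47 at 130 kBq, so the sign of the acute-phase median of 0.28 there may depend on the scaling. Serum amyloid Saa2 was 2.70-fold higher at 13 kBq and 4.00-fold higher at 260 kBq, and was undetected at 130 kBq. With the 3 injected livers as 1 group, the median log2 ratio to the lone control was 1.72 for the neutrophil granule genes and 0.56 for the acute-phase genes. Both lists hold genes the paper names, so these medians are no independent support. Regulated at all 3 activities were 629 liver probes, 345 of them always higher and 279 always lower, and 324 from the authors' normalized values. Simulated arrays with a shared control gave 83.3 and independent lists 40.1. The simulated spread was that among the injected livers, so a control that stands apart is not part of it. At any activity the simulated arrays had 1300 regulated probes, against 2887 measured. Taking the 13, 130 or 260 kBq array as the common reference in place of the control left 111, 87 and 111 such probes. The control liver is a single pool, so its difference from the 3 injected pools is measured once.

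**Figure D2:**
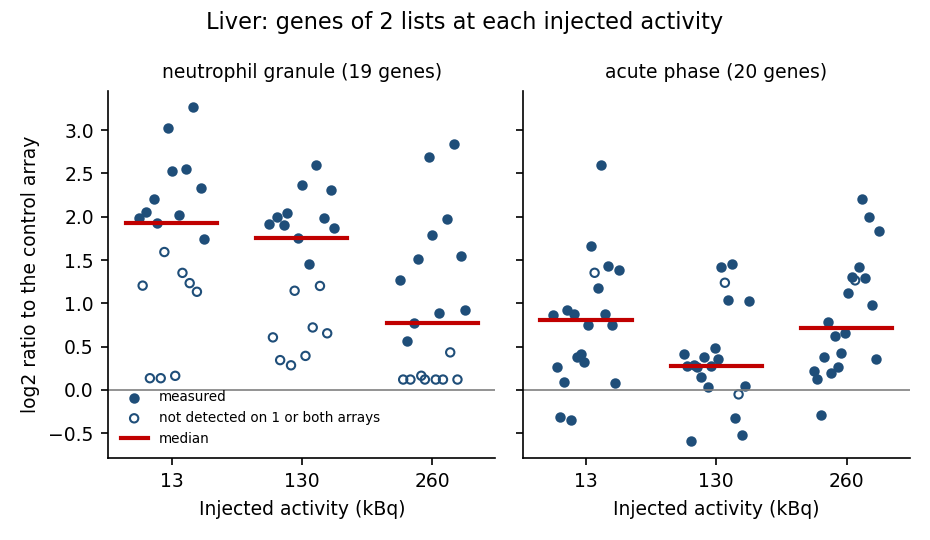
Log2 ratio to control of 19 neutrophil granule and 20 acute-phase genes in the liver at 13, 130 and 260 kBq, 1 point per gene (filled, measured; open, not detected on 1 or both arrays) and a red line at the median. The medians of the neutrophil genes lie at 1.93, 1.75 and 0.77.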

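Lymphocyte transcripts marked the lung array at 13 kBq. The T cell receptor subunit Cd3e was 4.88-fold higher and the T cell surface protein Cd6 7.38-fold higher; 6 of 9 T cell genes and 6 of 7 B cell genes were regulated upwards and none downwards (median log2 ratios 1.40 and 0.97). The lymphocyte chemokine Cxcl13 was 5.85-fold higher. At 130 kBq, 4 T cell genes were higher, and the interferon-induced GTPase Igtp was 2.78-fold lower. At 260 kBq, muscle and squamous epithelial transcripts led the array, with the calcium-binding muscle protein Tnnc2 at least 179-fold higher and the keratin Krt4 at least 67.2-fold higher. Counts of regulated lung probes were 1400, 588 and 2160 at 13, 130 and 260 kBq, and 482, 148 and 801 from the authors' normalized values. Regulated at 1 of these activities alone were 792, 253 and 1528 probes, and 397 were shared by 13 and 260 kBq without 130 kBq.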

A weak specific biological response (number of affected transcripts) was observed in the lung after 130 kBq of injected activity, IA, with a pronounced response at 13 and 260 kBq IA (34 vs. 208 and 475 regulated transcripts, respectively).

**Figure 1:**
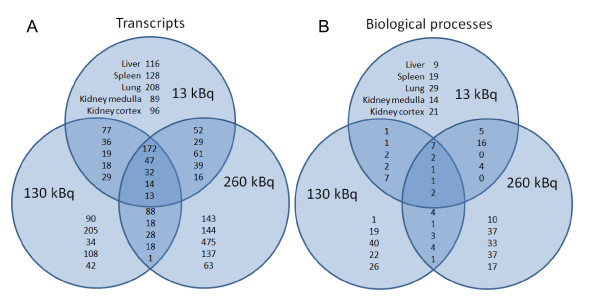
**Regulated transcripts and modulated biological processes**. Venn-diagram presenting the distribution of (**A**) the regulated transcripts and (**B**) the modulated biological processes between the different groups. Data for kidney cortex, kidney medulla, liver, lung, and spleen are shown. In general, more regulated transcripts and affected biological processes were specific for the different groups. In contrast, a more shared pattern of gene regulation for all three ^131^I activity levels was observed in the liver.

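Loricrin, encoded by Lor, is the main protein of the cornified envelope of skin and other keratinizing epithelia. Its normalized signal in the lung was 51.4 in the control, 32.2 at 13 kBq, 1489 at 130 kBq and 14526 at 260 kBq. These signals are 1.60-fold lower, 29.0-fold higher and 283-fold higher than control. At 260 kBq, Krtdap, a protein of differentiating keratinocytes, was at least 303-fold higher and the myosin heavy chain Myh8 at least 307-fold higher, both undetected in the control lung.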

The most strongly affected gene found in the study was *Lor *in the lung (62 fold change) (Table 3). Overall, the lung had the strongest modulated transcripts with several transcripts revealing a power of regulation above 50 in fold change, all of which were upregulated. 

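Transcripts of keratinizing squamous epithelium formed 1 part of the upper end in the lung at 260 kBq. Krt13, a keratin of the mucosal lining of mouth and esophagus, was at least 258-fold higher, the cornified envelope protein Rptn at least 150.3-fold higher and Lce3c at least 139.9-fold higher. Of 22 measured squamous genes 21 were regulated upwards, with a median log2 ratio of 4.40, and only Krt10 was not. Skeletal muscle transcripts formed another part: actin Acta1 was 243-fold higher, the fast myosin light chain Mylpf at least 122-fold higher and the muscle creatine kinase Ckm 27.2-fold higher. All 18 measured skeletal muscle genes were higher (median log2 ratio 3.75), as were all 18 cardiac muscle genes (median log2 ratio 1.77), and these medians exceeded those of all random lists. At 130 kBq, 13 of the squamous genes and 7 of the skeletal muscle genes were higher, with median log2 ratios of 0.67 and 0.19. In the lung at 260 kBq 1 of 13 alveolar genes was lower (median log2 ratio -0.30) and 5 of 11 airway genes were higher (median log2 ratio 0.07), with surfactant protein Sftpc 1.02-fold higher and the club cell protein Scgb1a1 1.04-fold lower. Some of the leading genes are named in the paper's Table 3, which had been read when the lists were written.

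**Figure D3:**
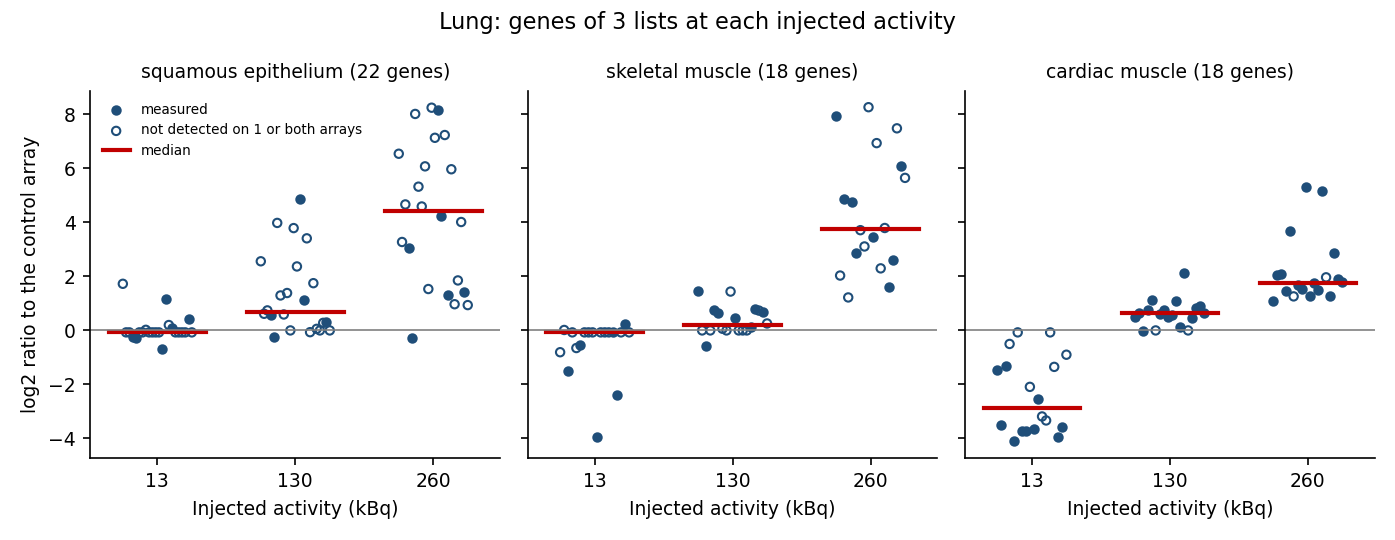
Log2 ratio to control in the lung at 13, 130 and 260 kBq for 22 squamous epithelium, 18 skeletal muscle and 18 cardiac muscle genes, 1 point per gene (filled, measured; open, not detected on 1 or both arrays) and a red line at the median. At 260 kBq the medians lie at 4.40, 3.75 and 1.77.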

Negatively regulated transcripts in the lung revealed a much lower power of regulation. 

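Cdh5, the adhesion protein of blood vessel endothelium, was the lowest lung transcript at 260 kBq, at 3.34-fold lower than control. Tmem47, a junction protein, was 3.03-fold lower, the neural adhesion gene Nrcam 2.96-fold lower and cathepsin W, Ctsw, of cytotoxic lymphocytes 2.86-fold lower. Of 10 measured endothelial genes, 3 were regulated downwards and 0 upwards (median log2 ratio -0.53, percentile 0). At 130 kBq the heat-inducible chaperone Hspa1a was the lowest, at 4.62-fold lower. The lung array at 13 kBq reached further down, with muscle transcripts such as Myl1 15.5-fold lower, Mybphl 13.4-fold lower and Csrp3 11.3-fold lower, and with the goblet cell gene Clca1 at least 10.8-fold lower. Higher and lower probes numbered 1122 and 1038 at 260 kBq, 309 and 279 at 130 kBq and 597 and 803 at 13 kBq.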

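Dao encodes D-amino acid oxidase, a peroxisomal flavoenzyme of the kidney's proximal tubule. It was undetected in the kidneys of the control mice and detected on all injected arrays, at least 28.5-, 25.3- and 33.4-fold higher in the cortex and at least 30.0-, 27.7- and 30.4-fold higher in the medulla at 13, 130 and 260 kBq. In the spleen the chitinase-like protein Chil1 was 11.8-fold higher at 130 kBq, and Fcnb, a ficolin of neutrophil granules, 9.31-fold higher. Pancreatic enzymes lay at the lower end of the spleen, with the elastase Cela2a at least 7.01-fold lower and the colipase Clps at least 5.18-fold lower at 260 kBq. In the liver the iron-binding Lcn2 was 8.13-fold higher at 13 kBq, and the clock-regulated deadenylase Noct and the mitochondrial carrier Slc25a25 were 4.04- and 4.99-fold lower. Transcripts whose probes carry no single gene symbol in the deposited probe table were not named here.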

The strongest regulated genes in the kidney cortex and medulla, spleen, and liver were *Dao1*, *Cfd*, and OTTMUSG00000007485 transcript, respectively. All of these transcripts had a power of regulation above 8.

**Table 3:** Strongest modulated transcripts.

	Liver		Spleen		Lung		Kidney cortex		Kidney medulla	
	Up	Down	Up	Down	Up	Down	Up	Down	Up	Down
13 kBq ^131^I	*Mpo *(3.1)	*Slc25a25 *(-4.3)	-	*Cfd *(-9.2)	-	*Csrp3 *(-4.2)	*Fga *(4.0)	*Sgk1 *(-2.2)	*Slco4a1 *(2.9)	*Angptl4 *(-2.8)
	*Egr1 *(4.5)	*Ccrn4l *(-3.8)		*Cxcr4 *(-2.5)		*Mb *(-4.5)	*Fgg *(3.6)	*Gadd45g *(-2.7)	*Ly6f *(3.0)	
	*Lcn2 *(7.1)	*Coq10b *(-3.3)		*Cyp2e1 *(-2.7)		*Myh6 *(-4.9)	*Gdpd3 *(3.8)	*Angptl4 *(-2.8)	*Gdpd3 *(3.4)	
	*Ltf *(4.3)	*G6pc *(-3.2)		*Ddit4 *(-3.4)		*Myl1 *(-4.7)	*Ly6f *(3.5)			
	*Orm2 *(5.4)	*LOC620807 *(-3.1)		*Errfi1 *(-2.9)		*Myl4 *(-8.0)				
	*Prtn3 *(5.0)	*Mup1 *(-3.5)		*Tsc22d3 *(-3.0)		*Plunc *(-5.3)				
	*S100a8 *(4.6)	*Mup2 *(-3.8)				*Scgb3a1 *(-4.4)				
		*Pck1 *(-3.1)				*Sln *(-5.0)				
		*OTTMUSG00000007485* (-13)				*Tnnc1 *(-4.5)				
						*Mybphl *(-3.7)				
130 kBq ^131^I	*Lyz2 *(3.5)	-	*Mpo *(5.1)	*Slpi *(-2.4)	-	-	*Egr1 *(4.0)	*Clec2d *(-2.3)	*S100a8 *(3.3)	*Serpina1b *(-2.7)
	*S100a9 *(3.4)		*Lcn2 *(5.6)					*Gbp1 *(-2.5)		*Gbp1 *(-2.7)
			*Cd177 *(5.8)					*Igtp *(-2.5)		*Psca *(-3.1)
			*Chi3l3 *(7.0)					*Scd1 *(-2.8)		*Cfd *(-3.1)
			*Ctsg *(5.7)					*Adipoq *(-4.8)		*Cldn11 *(-3.3)
			*Prtn3 *(5.7)					*Car3 *(-5.7)		
								*Cfd *(-11.3)		
260 kBq ^131^I	*Hp *(4.2)	*Clec2d *(-3.1)	*Arg1 *(8.1)	*Ccl21b *(-2.8)	*Acta1 *(56)	-	*AU018778 *(6.3)	-	*Cyp4a12a *(2.9)	*Abcc3 *(-2.7)
			*Cxcl9 *(6.3)	*Ccl21c *(-2.5)	*Crct1 *(32)		*Cryab *(4.0)		*Cyp7b1 *(3.0)	*Akr1c12 *(-2.8)
			*Timp1 *(6.0)	*LOC100041504 *(-2.5)	*Krt13 *(50)		*Cyp2d9 *(5.0)		*Cyp2e1 *(3.2)	*Ly6f *(-3.6)
			*LOC100048556 *(6.3)		*Krtdap *(59)		*Dao1 *(11)		*Inmt *(3.8)	*Ddx6 *(-3.9)
					*Lce3c *(27)		*Inmt *(4.0)		*Cyp2d9 *(5.0)	
					*Lce3f *(38)				*Dao1 *(8.6)	
					*Lor *(62)					
					*Myh8 *(59)					
					*Rptn *(26)					

Ten most strongly up- and down-regulated transcripts in the different tissues investigated. Numbers in parenthesis indicate the fold change.

To identify transcripts regulated in two or more tissue types, tissues samples with similar absorbed dose were compared. The selected absorbed doses were 1.7, 2.0, 4.9, and 2.1 mGy for the kidneys, liver, lungs, and spleen, respectively. Few regulated transcripts were common for the different tissues (Table 4). 

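Pdrg1, a p53- and DNA damage-regulated gene, was among the probes shared by 4 tissues. At the matched activities it was 3.36-fold higher in the lung, 2.89-fold higher in the medulla, 1.83-fold higher in the spleen and 1.57-fold higher in the cortex. Pdk4, the kinase that shuts off pyruvate oxidation in fasting, was 1.78-, 1.89-, 1.75- and 1.77-fold lower in medulla, cortex, spleen and liver. The interferon-induced GTPase Ifi47 was 1.98-, 1.69-, 1.58- and 1.52-fold lower in medulla, cortex, spleen and lung. Of 4357 probes regulated in at least 1 tissue at these activities, 811 were regulated in 2 or more: 654 in 2, 126 in 3, 28 in 4 and 3 in 5. From the authors' normalized values, 173 of 1641 were shared.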

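Car3, the carbonic anhydrase of adipocytes, muscle and liver, passed the fold threshold in all 5 tissues at the matched activities, but in opposite directions. It was lower in the cortex, in the medulla (4.81-fold) and in the spleen (at least 1.91-fold), and higher in the liver (1.88-fold) and the lung (2.74-fold). S100a9 was higher in all 5: 3.97-fold in the medulla, 2.65-fold in the lung, 2.38-fold in the cortex, 1.89-fold in the liver and 1.78-fold in the spleen. A probe of Twistnb, which encodes an RNA polymerase I subunit, was also higher in all 5, by log2 ratios from 0.84 in the cortex to at least 1.49 in the medulla. From the authors' normalized values the number of probes in all 5 tissues was 0.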

No single transcript was regulated in all five tissue types. 

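Arl2bp, a binding partner of a ciliary GTPase, was 2.43-, 2.12-, 2.13- and 1.76-fold higher in spleen, lung, cortex and medulla at 130 kBq. Lactoferrin, Ltf, was 1.95-fold higher in the medulla and 4.07-fold higher in the spleen at this activity, and 3.47-fold higher in the liver at 260 kBq. Frmd4b, a scaffold protein of epithelial junctions, was lower in 4 tissues, by at least 1.94-fold in the cortex, 1.77-fold in the spleen and 2.15-fold in the liver at 260 kBq. Among the probes regulated in 2 or more tissues, 228 were higher in each of them, 228 lower in each and 355 higher in 1 and lower in another. Counted per tissue, 892 of their calls were higher and 921 lower, a share of 49.2% higher, and 55.7% from the authors' normalized values.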

Among the transcripts regulated in more than one tissue, upregulation was more prevalent. In general, these transcripts were primarily associated with response to stimuli, immune response, metabolism, and transport. In addition, transcripts associated with cell cycle regulation and cell death were also identified. The spleen and lung had the highest number of modulated transcripts in common. Of these, three times more transcripts were up-regulated than down-regulated. In addition, several transcripts revealed opposite modulation between tissues.

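Oas1g, an oligoadenylate synthetase that interferon induces against viruses, was at least 4.54-fold lower in the lung and at least 5.57-fold lower in the spleen at 130 kBq. Neutrophil transcripts were higher in both: Cd177 was 2.17-fold higher in the lung, and Stfa1 6.30-fold higher. At 130 kBq, lung and spleen shared 125 regulated probes, where independent lists would share 46.4. Larger counts came from liver and spleen, with 199 shared and 138 from independent lists, and from medulla and liver, with 189 and 118. So did medulla and cortex, with 141 and 55.2, and cortex and liver, with 131 and 80.1. The liver list at 260 kBq is the longest of the 5, which lengthens its overlaps.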

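Of the probes that lung and spleen shared at 130 kBq, 57 were higher in both, 48 lower in both and 20 opposite. Ngp, a neutrophil granule protein, was 12.1-fold higher in the lung and 5.26-fold higher in the spleen, and Ifitm6, a membrane protein of bone marrow cells, 3.12- and 6.26-fold higher. The chaperones Hsph1 and Dnajb1 were lower in both, Hsph1 by 1.90-fold in the lung and 2.01-fold in the spleen and Dnajb1 by 2.25- and 1.61-fold. The authors' normalized values gave 25 higher in both and 13 lower in both.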

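Thrsp, the lipogenic regulator, was lower in the cortex (at least 5.41-fold) and the medulla (1.85-fold) at 130 kBq and higher in the liver at 260 kBq and in the lung (2.29-fold). Adipoq, from adipocytes, was 2.44-fold higher in the lung and 2.36-fold lower in the medulla at 130 kBq. Hk2, the insulin-induced hexokinase, was higher in lung and spleen and lower in both kidney regions, at 1.74-fold higher in the spleen and 1.98-fold lower in the cortex. Opposite directions were found for 89 probes of the liver at 260 kBq with the medulla, 76 with the spleen, 62 with the lung and 33 with the cortex, and for 59 probes of the medulla with the cortex and 56 with the spleen.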

**Table 4:** Transcripts in common between two or more tissues

Liver	Spleen	Lung	Cortex	Medulla	Number	Genes in common	Comment
↑	↑				16	*Ela2*, *Orm1*, *Ngp*, *Anxa3*, *Mpo*, *Lrg1*, *Hp*, *Hp*, *Lcn2*, *Ltf*, *Prtn3*, *Camp*, *Lbp*, *S100a9*, *Actb*, *Ear4 *	Response to stimulus; metabolism, transport
↓	↑				1	*Aatk*	Cell death
↑	↓				5	*H2-Ab1*, *Hspd1*, *Serpina3h*, *Hspa8*, *Creld2 *	Response to stimulus; immune response
↓		↑			1	*LOC100048480*	
↑		↓			4	*Serpina3g*, *EG667977*, *Hspa8*, *H2-Q8*	Response to stimulus; immune response
↑		↑			9	*Ngp*, *Mpo*, *Chac1*, *S100a8*, *Ltf*, *Camp*, *Lbp*, *S100a9*, *Actb*	Response to stimulus; transport
↑			↑		3	*Lyz2*, *S100a8*, *Cxcl1*	Response to stimulus; immune response
↓			↓		7	*Hmgcs2*, *Gja1*, *Baat*, *LOC100048480*, *Clec2d*, *Mmd*, *Cyb5*	Immune response; developmental process; metabolism
↓			↑		5	*Cxcl9*, *Cd74*, *Thrsp*, *Car3*, *H2-Q5*	Immune response; metabolism
↓				↓	1	*Sgk1*	
↓				↑	2	*Hrsp12*, *LOC100048480*	
↑				↓	6	*Cxcl9*, *Cd74*, *Car3*, *Lcn2*, *Serpina3g*, *H2-K1*	Immune response; metabolism; transport
↑				↑	11	*Cyp2d26*, *Insig1*, *Chrna4*, *Cyp4a12a*, *Rnase4*, *S100a8*, *S100a9*, *Chrna4*, *Ang*, *Hmox2*, *Pdhb*	Response to stimulus; transport
	↓	↓			7	*Serpina1d*, *Dnajb1*, *Serpina1b*, *Errfi1*, *Hsp105*, *Angptl4*, *Hspa8*	Response to stimulus
	↓	↑			2	*Esm1*, *Cfd*	Immune response
	↑	↑			23	*Ifitm6*, *Rsad2*, *Ngp*, *Stfa2*, *Pglyrp1*, *Mpo*, *1100001G20Rik*, *Retnlg*, *Asprv1*, *Mmp9*, *Chi3l3*, *Arl2bp*, *Arl2bp*, *Ltf*, *Camp*, *Lbp*, *Cd177*, *S100a9*, *Actb*, *Stfa1*, *EG433016*, *Chi3l3*, *Chi3l3*	Response to stimulus; cellular process; transport
	↓		↓		4	*Scd1*, *LOC668837*, *Angptl4*, *Cfd*	Immune response; metabolism
	↓		↑		1	*Napsa*	
	↑		↓		1	*Spc25*	Cell cycle regulation
	↑		↑		3	*Arl2bp*, *Arl2bp*, *Hdc*	Cell cycle regulation
	↓			↓	7	*Serpina1d*, *Slpi*, *Akr1b3*, *Serpina1b*, *Stbd1*, *Angptl4*, *Cfd*	Response to stimulus; immune response; metabolism
	↑			↓	6	*Klf5*, *4930519N13Rik*, *Lcn2*, *S100a6*, *Hdc*, *AA467197*	Cell cycle regulation; transport
	↑			↑	2	*Arl2bp*, *S100a9*	Cell cycle regulation
		↓	↓		4	*Gbp1*, *Iigp2*, *Igtp*, *Angptl4*	Immune response
		↑	↓		3	*LOC100048480*, *Adipoq*, *Cfd*	Immune response; metabolism
		↑	↑		6	*Junb*, *Egr1*, *S100a8*, *Arl2bp*, *Arl2bp*, *Cyp2a5*	Response to stimulus; metabolism
		↓		↓	10	*Serpina1b*, *Serpina1d*, *Gbp1*, *Iigp2*, *Igtp*, *Cdkn1a*, *Serpina1b*, *Serpina3g*, *Angptl4*, *Hspa1a*	Response to stimulus; immune response; cell cycle regulation
		↑		↓	2	*Adipoq*, *Cfd*	Immune response; metabolism
		↑		↑	6	*Pdrg1*, *LOC100048480*, *Egr1*, *S100a8*, *Arl2bp*, *S100a9*	Response to stimulus
			↓	↓	13	*Cidea*, *Cxcl9*, *Cd74*, *Gbp1*, *H2-DMb1*, *Iigp2*, *Igtp*, *Car3*, *Adipoq*, *Psmb10*, *Angptl4*, *Cfd*, *Gbp2 *	Immune response; metabolism
			↓	↑	1	*LOC100048480*	
			↑	↓	1	*Hdc*	
			↑	↑	7	*Hsd3b2*, *Cyp24a1*, *Egr1*, *S100a8*, *Arl2bp*, *Pcsk9*, *Dao1 *	Response to stimulus; metabolism
↑	↓	↓			1	*Hspa8*	Response to stimulus
↑	↑	↑			7	*Ngp*, *Mpo*, *Ltf*, *Camp*, *Lbp*, *S100a9*, *Actb*	Response to stimulus; transport
↑	↑			↓	1	*Lcn2*	Transport
↑	↑			↑	1	*S100a9*	
↓		↑	↓		1	*LOC100048480*	
↑		↑	↑		1	*S100a8*	Response to stimulus
↓		↑		↑	1	*LOC100048480*	
↑		↓		↓	1	*Serpina3g*	Immune response
↑		↑		↑	2	*S100a8*, *S100a9*	Response to stimulus
↓			↓	↑	1	*LOC100048480*	
↑			↓	↓	3	*Cxcl9*, *Cd74*, *Car3*	Immune response; metabolism
↑			↑	↑	1	*S100a8*	Response to stimulus
	↓	↓	↓		1	*Angptl4*	
	↓	↑	↓		1	*Cfd*	Immune response
	↑	↑	↑		2	*Arl2bp*, *Arl2bp*	
	↓	↓		↓	3	*Serpina1d*, *Serpina1b*, *Angptl4*	Response to stimulus
	↑	↑		↑	2	*Arl2bp*, *S100a9*	
	↓		↓	↓	2	*Angptl4*, *Cfd*	Immune response
	↑		↑	↓	1	*Hdc *	
	↑		↑	↑	1	*Arl2bp*	
		↓	↓	↓	4	*Gbp1*, *Iigp2*, *Igtp*, *Angptl4*	Immune response
		↑	↓	↓	2	*Adipoq*, *Cfd*	Immune response
		↑	↓	↑	1	*LOC100048480*	
		↑	↑	↑	3	*Egr1*, *S100a8 Arl2bp*	Response to stimulus
↓		↑	↓	↑	1	*LOC100048480*	
↑		↑	↑	↑	1	*S100a8*	Response to stimulus
↑	↑	↑		↑	1	*S100a9*	
	↓	↓	↓	↓	1	*Angptl4*	
	↓	↑	↓	↓	1	*Cfd*	Immune response
	↑	↑	↑	↑	1	*Arl2bp*	

Comparison was conducted with the aim of keeping the absorbed dose to the different tissues constant. The absorbed doses for the different tissues were 1.7, 2.0, 4.9, and 2.1 mGy for the kidney, liver, lung, and spleen, respectively. Arrows that are pointing up denote upregulation, while arrows that are pointing down denote downregulation.

The dose-response relationship for each tissue type was studied for the transcripts regulated at all dose levels (Figure 2). 

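Cyp24a1, the mitochondrial hydroxylase that inactivates vitamin D, was higher in both kidney regions at all 3 activities, 1.74-, 2.41- and 2.00-fold higher in the cortex and 2.01-, 2.32- and 1.94-fold higher in the medulla. Errfi1 was 2.10- and 1.53-fold lower in the cortex at 13 and 130 kBq. In the medulla, the cyclin Ccng2 was 3.49- and 3.35-fold higher at 13 and 130 kBq. Of the probes regulated at all 3 activities, 34 were always higher and 40 always lower in the medulla, and 26 and 61 in the cortex; the authors' normalized values gave 7 and 15 in the medulla and 8 and 7 in the cortex. For the former the median absolute log2 ratio was 0.82 in the medulla and 0.82 in the cortex, that is, less than a 2-fold difference. With the injected kidneys as 1 group, limma called neither Cyp24a1 nor Ccng2 over all probes, and at an unadjusted p under 0.05 it had 302 probes in the medulla and 467 in the cortex.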

The dose-response relationship found in the kidney cortex and the kidney medulla was similar, and most transcripts were either up- or downregulated by a factor of 2 at all dose levels. The only exception was the transcript associated with the *Dao1 *gene whose expression was markedly stronger compared to the other regulated transcripts. 

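The normalized signal of Dao was 23.1 in the control cortex and 1229, 1094 and 1443 in the injected cortices, and 23.8 against 1062, 979 and 1077 in the medulla. Limma called it higher in the 3 injected arrays of cortex and of medulla than in the lone control, which is assumed to vary like them (adjusted p = 4.22e-06 and 3.42e-05, limma), by an amount that is known only as a lower bound because the control was undetected. No other kidney probe passed this test, although with the 260 kBq array as the lone one it called 19 probes in the medulla and 17 in the cortex; without the 260 kBq array 5 probes passed in the medulla and 10 in the cortex, and the same control pool of 2 mice supplied both regions. Dao is also on the list of genes that are higher in male mouse kidney; Timd2 and Cyp2j13 of this list were undetected in the control cortex as well, and were at least 5.88-fold higher and at least 6.95-fold higher at 260 kBq.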

In the liver and kidney tissues, the majority of the regulated transcripts showed little difference in response between the different absorbed doses. In contrast, the lung showed a strong variation in response between the different absorbed dose levels, where a high percentage of the regulated transcripts were downregulated at 13 kBq IA while upregulated at 130 and 260 kBq IA, e.g., *Nppa*, *Cfd*, *Plunc*, and *Mb*. 

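In the liver, the metal-binding Mt1 was 3.17-, 2.68- and 2.48-fold higher at 13, 130 and 260 kBq, the sterol enzyme Nsdhl 2.91-, 2.56- and 2.56-fold higher and its fellow sterol enzyme Mvd 2.30-, 2.00- and 1.87-fold higher. The p53 target Trp53inp1 was 2.19-, 2.74- and 2.25-fold lower. Among liver probes regulated at all 3 activities, the highest and lowest ratio differed by a median of 1.22-fold, and 84.9% differed by less than 1.5-fold. In the medulla the median range was 1.26-fold with 79.7% under 1.5-fold, and in the cortex 1.20-fold with 84.4%. Since the 3 ratios share 1 control, a control array that stands apart by itself gives similar ratios at all activities.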

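Heart muscle transcripts in the lung lay on opposite sides of control at different activities. The oxygen-binding Mb was 17.2-fold lower at 13 kBq and 2.18- and 12.7-fold higher at 130 and 260 kBq. The atrial myosin light chain Myl4 and the alpha myosin heavy chain Myh6 were 12.6- and 13.2-fold lower at 13 kBq, and cardiac troponin Tnnc1 was 11.9-fold lower at 13 kBq and 3.77-fold higher at 260 kBq. Of 18 measured cardiac genes 15 were regulated downwards at 13 kBq and none upwards (median log2 ratio -2.88, percentile 0), and 10 upwards at 130 kBq and none downwards (median log2 ratio 0.62). Airway epithelial genes split, with the secreted Bpifb1 7.94-fold lower at 13 kBq and 6.76-fold higher at 260 kBq and the club cell cytochrome Cyp2f2 1.02-fold higher and 1.05-fold higher. Of the lung probes regulated at all 3 activities, 39 (35.1%) were lower at 13 kBq and higher at the other activities, and over all probes regulated at the 3 activities the ratios of a probe spanned a median of 2.93-fold.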

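Clec2d, a lectin-like ligand of natural killer cells, was lower in the lung at 13 and 260 kBq, by 3.09- and 2.61-fold, but 1.13-fold higher at 130 kBq. In the spleen the replication clamp Pcna was 1.55-, 1.62- and 2.46-fold lower at 13, 130 and 260 kBq, and the p53-induced Sesn1 2.27-, 1.58- and 1.56-fold lower. Colipase Clps was 2.56-fold lower at 13 kBq and at least 4.95-fold lower at 130 kBq. Of the probes regulated at all 3 activities, 25 were always lower in the lung and 36 always higher, and 34 and 101 in the spleen; the authors' normalized values gave 4 and 14 in the lung and 10 and 50 in the spleen. Limma, with the injected arrays as 1 group, called 0 probes in either tissue, with 105 in the lung and 248 in the spleen at an unadjusted p under 0.05. Without the 130 or the 260 kBq array the spleen had 92 and 71 calls, and without the 260 kBq array the lung had 2.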

In both lung and spleen, few transcripts were consistently downregulated.

**Figure 2:**
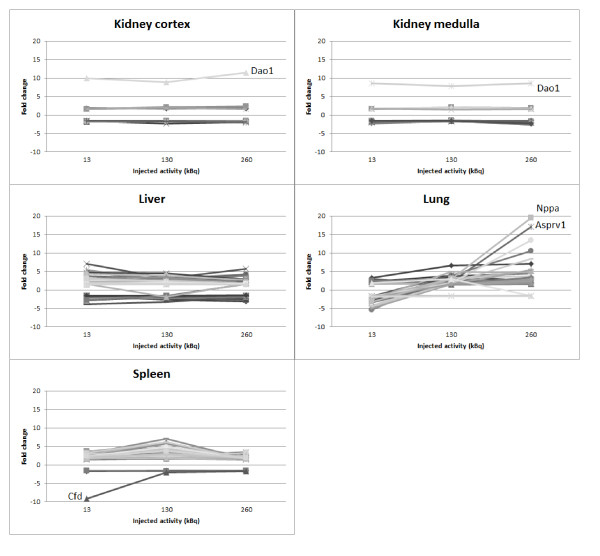
**Dose-response relationship for the transcripts found to be regulated at all absorbed dose levels**.

Differences in gene expression between the groups were verified using quantitative polymerase chain reaction [QPCR]. The genes were assessed for all absorbed dose levels in the tissues, and the QPCR and microarray data were strongly correlated for the genes *Asprv1*, *Ltf*, *Cfd*, *Cyba*, and *Cyb5r3 *(*r *> 0.86) (*Dao1 *was excluded due to technical issues). However, no correlation was found between the *Lcn2 *gene expression using microarray and QPCR analysis.

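On the arrays, the iron-binding neutrophil protein Ltf was 4.33-, 9.54- and 10.4-fold higher in the lung at 13, 130 and 260 kBq. Cyba, the membrane subunit of the phagocyte NADPH oxidase, was 2.07-, 2.19- and 2.10-fold higher in the liver, with a log2 ratio of 1.09 between the injected livers and the lone control. Cyb5r3, a reductase of the endoplasmic reticulum, has more than 1 probe. The brightest was 1.16-, 1.02- and 1.17-fold higher in the liver, and another was higher in the injected livers than in the lone control by a log2 ratio of 1.63. Of the 3 reference genes, Ywhaz stayed within 1.29-fold of control on all arrays, B2m within 1.35-fold and Gusb within 1.45-fold. The real-time PCR values were not analysed here.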

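Lcn2 encodes lipocalin 2, which withholds iron from bacteria and is stored in neutrophil granules. In the spleen it was 3.82-, 6.74- and 2.60-fold higher at 13, 130 and 260 kBq, at normalized signals of 7371, 13029 and 5023 against 1932 in the control. Its fellow granule genes followed the same order of activities, with Ms4a3 5.79-, 6.24- and 1.88-fold higher and Pglyrp1 2.61-, 5.19- and 2.35-fold higher. Over the 3 injected spleens Lcn2 was higher by a log2 ratio of 2.02 (SE 0.40, adjusted p = 0.813, limma), which did not pass the test.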

### Biological processes

Shared and specific biological processes were detected after irradiation of the analyzed tissues. The number of affected biological processes ranged from 37 in the liver to 108 in the lung (Figure 1B) [see Additional file 1]. 

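Groups of genes were followed here with lists of cell types and processes in place of Gene Ontology terms. In the lung, heat shock genes formed 1 such group, with 7 of 16 lower at 13 kBq and none higher (median log2 ratio -0.46), Hspa1a by 6.46-fold. In the liver, macrophage complement genes formed another, with C1qb 2.24-, 1.78- and 2.22-fold higher, but the iron exporter Slc40a1 1.51-, 2.10- and 1.82-fold lower; the macrophage list as a whole was higher (3 of 9 genes at 13 kBq, median log2 ratio 0.39), and lower under median scaling. In the spleen, red cell genes were higher at 130 kBq (3 of 9, median log2 ratio 0.55). List results beyond the outermost 0.5% of random lists at either end, a limit chosen after seeing the data, numbered 20 of 63 in the liver, 20 of 81 in the medulla, 27 of 84 in the spleen, 28 of 87 in the cortex and 34 of 84 in the lung. Pairs of injected arrays, compared in the same way, gave 23, 28, 22, 28 and 37. Of the paper's own terms in Additional file 1, 8 in the lung, 5 in the spleen, 2 in the cortex and 0 in liver and medulla carry the paper's q-bound under 0.05.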

In general, affected dose-specific biological processes were more frequent compared to the affected processes observed at all absorbed dose levels. In the lung, which had the highest number of modulated biological processes (108 processes), only 6 processes were detected at two or more absorbed dose levels. This can be compared to the liver, which had the lowest number of modulated biological processes (37 processes), where as many as 17 processes were detected at two or more absorbed dose levels.

In total, 70 biological processes were affected in two or more tissue types (Table 5). The highest number of affected processes in common for two tissue types was observed for the kidney cortex-lung tissue combination and the kidney cortex-kidney medulla tissue combination. Both of these tissue combinations had 20 processes in common, which were closely followed by the kidney medulla-lung tissue combination with 18 commonly affected processes. The kidney medulla-liver and liver-spleen tissue combinations had the fewest number of biological processes in common with only three and five processes, respectively. Interestingly, immune response was the only biological process in common for all investigated tissues.

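As a list, interferon gamma-induced GTPases and antigen presentation genes lay below control at 130 kBq in all 5 tissues. Of the measured genes, 15 of 27 were regulated downwards in the medulla, 14 of 27 in the cortex, 8 of 24 in the liver, 7 of 27 in the lung and 6 of 27 in the spleen, and none upwards. The median log2 ratios were -0.67, -0.59, -0.40, -0.26 and -0.36, each at percentile 0; without genes the paper names they were -0.44, -0.56, -0.32, -0.14 and -0.42, at percentile 1.69 in the lung and 0.280 or lower in the others. The GTPase Igtp was 2.89-, 2.59- and 2.21-fold lower in cortex, medulla and liver, and Irgm2 2.17-, 2.38- and 2.05-fold lower. In the spleen the MHC class II gene H2-Aa was 2.56-fold lower. At 260 kBq the list was higher in the spleen (8 genes, median log2 ratio 0.35), with the ubiquitin-like Ubd 2.82-fold higher and Cxcl10 2.71-fold higher, and at 13 kBq in the lung (6 genes, median log2 ratio 0.21), with Cxcl9 7.21-fold higher. The 5 arrays at 130 kBq come from 1 pool of 2 mice. The paper's reported p-values for immune response are 7.18e-05 in the cortex and 9.69e-05 in the medulla at 130 kBq, 0.00923 in the liver at 260 kBq, 0.00466 in the lung at 13 kBq, and 0.00311 and 3.41e-07 in the spleen at 13 and 260 kBq; its bounds on q are under 0.05 in the cortex and the spleen at 260 kBq, and 0.132 in the medulla, 0.852 in the lung and 1 in the liver and in the spleen at 13 kBq.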

**Table 5:** Common biological processes

Tissue combination	Biological process
Kidney cortex-kidney medulla	Amiloride transport
	Amino acid transport
	Bone remodeling
	Canalicular bile acid transport
	Choline metabolism
	Negative regulation of cell adhesion
	Negative regulation of enzyme activity
	Positive regulation of actin filament polymerization
	Protection from natural killer cell mediated cytotoxicity
	Regulation of hormone secretion
	Transport
Kidney cortex-liver	Acetyl-CoA metabolism
	Cytolysis
	Response to sterol depletion
	Retinoid metabolism
	Steroid biosynthesis
	Thermoregulation
Kidney cortex-lung	Cellular response to starvation
	Cytoskeleton organization and biogenesis
	Fatty acid oxidation
	Patterning of blood vessels
	Positive regulation of glucose import
	Positive regulation of lipid metabolism
	Protein folding
	Regulation of transcription from RNA polymerase II promoter
Kidney cortex-spleen	Regulation of axon extension
	Regulation of neuronal synaptic plasticity
	Response to oxidative stress
	Ubiquitin-dependent protein catabolism
Kidney medulla-liver	Digestion
Kidney medulla-lung	Cell migration
	Cell-matrix adhesion
	Cellular defense response
	Positive regulation of angiogenesis
	Positive regulation of neurotransmitter secretion
	Regulation of locomotion
	Regulation of long-term neuronal synaptic plasticity
	Response to hypoxia
	Synaptic vesicle transport
Kidney medulla-spleen	Cartilage condensation
	Central nervous system development
	Complement activation; alternative pathway
	Neuropeptide signaling pathway
	Positive regulation of small GTPase mediated signal transduction
	Response to nutrient
	*S*-adenosylmethionine biosynthesis
Liver-lung	Embryonic heart tube development
	Fatty acid metabolism
	Metabolism
Liver-spleen	Negative regulation of signal transduction
	Regulation of cell growth
Lung-spleen	Iron ion homeostasis
	Peptidoglycan metabolism
	Response to biotic stimulus
Kidney cortex-kidney medulla-lung	Negative regulation of apoptosis
Kidney cortex-kidney medulla-spleen	Defense response
Kidney cortex-liver-lung	Acute-phase response
	Complement activation
	Lipid metabolism
Kidney cortex-lung-spleen	Response to glucose stimulus
Kidney medulla-lung-spleen	Positive regulation of non-apoptotic programmed cell death
Liver-lung-spleen	Response to heat
	Response to unfolded protein
Kidney cortex-kidney medulla-liver-lung	Electron transport
Kidney cortex-kidney medulla-lung-spleen	Inflammatory response
	Negative regulation of gluconeogenesis
	Negative regulation of lipoprotein lipase activity
	Positive regulation of fatty acid metabolism
	Positive regulation of signal transduction
Kidney cortex-kidney medulla-liver-lung-spleen	Immune response

Biological processes affected in two or more tissues independent of the absorbed dose. All processes had a *p *value < 0.05. Additional information is presented in Additional file 1.

The biological processes modulated in the investigated tissues were primarily associated with metabolism, transport, immune response, and response to stimuli, as well as cellular, system, and developmental processes (Table 6). Several of these parental biological processes were highly tissue-specific as a distinctive difference in the proportion of over-represented biological processes was observed between the different tissues. The kidneys and lungs had a strong association with transport, while the liver had a strong association with metabolism. 

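Metabolic genes in the liver were followed in groups. Of 14 measured genes of cholesterol synthesis, 7 were regulated upwards at 13 kBq and none downwards (median log2 ratio 0.56, percentile 100), with the epoxidase Sqle 2.01-fold higher, whereas the isomerase Idi1 was 2.85-fold lower at 130 kBq. At 130 and 260 kBq the list's median was above control by log2 ratios of 0.26 and 0.25, and below control under median scaling. With the injected livers as 1 group, limma called 3 of these genes higher, and 5 higher and 1 lower when adjusted over the list alone. Genes of glucose output and fat oxidation that fasting raises were lower at 13 kBq (7 of 14, median log2 ratio -0.54), the gluconeogenic Pck1 by 4.05-, 2.47- and 1.53-fold at 13, 130 and 260 kBq and G6pc by 3.47-, 1.86- and 1.35-fold. Without genes the paper names, 3 of 9 of this list were lower (median log2 ratio -0.18, percentile 13.5), and over the injected livers limma called 1 of the list higher and 0 lower. Among transport genes of the kidney, the myo-inositol carrier Slc5a3, which responds to salt, was 4.69-fold lower in the medulla at 260 kBq, and the urea transporter Slc14a2 1.54-fold higher at 13 kBq. Markers of medullary tubules were lower in the medulla at 130 and at 260 kBq (3 of 12 at each, median log2 ratios -0.31 and -0.29), and markers of cortical tubules higher (2 of 9 at each, median log2 ratios 0.26 and 0.39).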

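B cell genes were lower in the injected spleens. Of 8 measured genes, 2, 3 and 5 were regulated downwards at 13, 130 and 260 kBq and none upwards (median log2 ratios -0.41, -0.56 and -0.64). The Fc receptor-like gene Fcrla was 2.19-fold lower at 260 kBq, and the complement receptor Cr2 of mature B cells 1.95-fold lower. The T cell zone chemokine Ccl21a was 3.34-fold lower at 260 kBq. T cell genes were higher at 13 kBq (4 of 10, median log2 ratio 0.42). Chaperones of the endoplasmic reticulum were lower at 130 kBq (5 of 17 genes lower and 2 higher, median log2 ratio -0.42). Acute-phase genes were higher at 260 kBq (7 of 15, median log2 ratio 0.56), among them the macrophage serum amyloid Saa3, 3.39-fold higher. Over the 3 injected spleens limma called 0 B cell genes lower, and 0 when adjusted over the list alone.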

Cellular processes were primarily associated with the spleen and kidney medulla; system processes were strongly associated with the lungs, and immune response was strongly associated with the spleen. Processes which had more than one transcript associated with it were included in this categorization.

**Table 6:** Parental biological processes

	Kidney cortex			Kidney medulla			Liver			Lung			Spleen		
	13 kBq	130 kBq	260 kBq	13 kBq	130 kBq	260 kBq	13 kBq	130 kBq	260 kBq	13 kBq	130 kBq	260 kBq	13 kBq	130 kBq	260 kBq
Metabolism	27% (3)	38% (9)	34% (5)	11% (1)		8% (1)	59% (13)	85% (11)	54% (14)	9% (3)	27% (8)	57% (21)	46% (6)	30% (7)	30% (7)
Transport	27% (3)	4% (1)		11% (1)	18% (2)						17% (5)	11% (4)	15% (2)		4% (1)
Cellular process	9% (1)	13% (3)	13% (2)	33% (3)	9% (1)	42% (5)	5% (1)	8% (1)	4% (1)	38% (12)	10% (3)	5% (2)		44% (10)	13% (3)
System process		4% (1)	7% (1)			8% (1)	9% (2)				17% (5)	16% (6)			
Developmental process	18% (2)	8% (2)	13% (2)	22% (2)	27% (3)	25% (3)	9% (2)	8% (1)	12% (3)	3% (1)	10% (3)	8% (3)			4% (1)
Immune response		13% (3)	13% (2)		18% (2)		9% (2)		12% (3)	22% (7)			15% (2)	17% (4)	9% (2)
Response to stimulus and stress	18% (2)	21% (5)	20% (3)	22% (2)	27% (3)	17% (2)	9% (2)		19% (5)	28% (9)	20% (6)	3% (1)	23% (3)	9% (2)	39% (9)

The fraction of affected biological processes in the investigated tissues, grouped into parental biological processes. The numbers are calculated as the fraction of affected processes per parental process and per injected activity divided by the total number of processes affected per injected activity and tissue. The number of biological processes is given in parenthesis.

## Discussion

In the present study, the effects of internal low-dose irradiation by ^131^I were investigated *in vivo*. Using gene expression microarray, differentially expressed transcripts were analyzed, and affected biological processes were investigated. A strong biological response was detected following the low absorbed doses delivered. Although low amounts of ^131^I were administered, a homogenous absorbed dose distribution in the tissues studied can be assumed. No difference in the absorbed doses delivered to the kidney cortex and medulla was assumed due to the long range beta particles emitted by ^131^I: an average continuous slowing down approximation [CSDA] range of 0.41 mm and a maximum CSDA range of up to 1 mm in water [24]. However, in organs with a higher concentration than the surrounding tissue, a lower absorbed dose in the outermost cells of the organ can be assumed [25].

The majority of studies on cellular response to irradiation have been performed using cell cultures, where it is possible to control several components, such as cell type and irradiation homogeneity. Few experiments and results are reported from *in vivo *models. Some reasons might be due to tedious animal handling, heterogeneity in absorbed dose, the mixture of cell types within the tissues, and effects related to the increased complexity of the system. In the present type of *in vivo *study, the tissue response should be different from the response observed *in vitro *because the systemic administration of ^131^I results in irradiation of all organs and tissues, although to various absorbed doses, and thus to systemic effects. In addition, cell communication and heterogeneity within and between tissues and organs make the cellular response *in vivo *more complex compared to the *in vitro *response. In this study, total RNA was extracted from whole tissue samples (kidney medulla, kidney cortex, liver, lungs, and spleen) containing heterogeneous cell populations. One major problem is, then, that weak or moderate modulation of transcripts present in a subpopulation of cells in an organ may become undetectable [10,11]. In the separation of the kidney medulla and cortex, contamination between the samples is unavoidable. However, distinct gene expression profiles were observed between these two tissues. In addition, Balb/c mice were used which are an inbred strain with an immunologic deficiency. 

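Slc14a2, the urea transporter of the inner medullary collecting duct, was undetected on all 4 cortex arrays and detected on all 4 medulla arrays (adjusted p = 9.66e-08, limma). Aqp4, the basolateral water channel of the collecting duct, had a mean log2 signal of 7.52 ± 0.77 in the cortex and 10.65 ± 0.35 in the medulla (SD, n = 4 pools each; adjusted p = 9.65e-06, limma). Slc12a1, the sodium-potassium-chloride cotransporter of the loop of Henle, differed by -1.39, and the vasopressin-regulated Aqp2 by -1.32. Higher in the cortex were the proximal tubule transporters Slc22a8, by a log2 ratio of 1.36 (SE 0.22, adjusted p = 6.97e-04, limma), and Slc5a2, by 1.27, and the thiazide-sensitive Slc12a3 of the distal tubule, by 1.02. Of 9 measured cortex markers 5 were higher in the cortex and none in the medulla, and of 12 medulla markers 6 were higher in the medulla and none in the cortex. The 4 pools, 1 for each activity, served as replicates, and 1171 of 13601 probes differed at an adjusted p under 0.05 and 1.5-fold or more, 524 of them higher in the cortex and 647 in the medulla. Both regions of a pool lay on the same chip; the authors' normalized values gave 604 such probes, and leaving out the control pool 742.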

The results presented in this study are therefore specific to this strain of mice. The differences in the response to irradiation have previously been reported between Balb/c and C57BL/6 mice after low-dose irradiation (0.2 Gy) to the liver [26]. A comparison between the two revealed 37 genes which were differentially expressed in both strains. Of these 37 genes, 14 showed similar expression patterns. The remaining genes were primarily involved in various signal transduction processes. However, key responses to radiation are highly probable to be similar between the different strains of mice. The highest number of affected transcripts was detected in the lungs, with a complex dependence on absorbed dose. The number of transcripts affected in the group injected with 130 kBq was lower (113) in comparison with the number of transcripts detected in the groups receiving 13 and 260 kBq (320 and 596, respectively). In contrast, a reverse relationship was observed in the number of affected biological processes since the group receiving 130 kBq had the highest number of affected biological processes. Interestingly, the groups receiving 13 and 260 kBq shared the largest number of transcripts, but with no affected biological processes in common. While the number of affected biological processes does not necessarily follow the distribution found in the number of regulated transcripts, the complexity of the distributions is noteworthy. In the lung and liver tissues, the fraction of upregulated transcripts increased with the absorbed dose, with the highest increase observed in the lung (from 47% to 80% compared to the increase from 60% to 64%). No such increase could be seen in the kidney tissues, while in the spleen, the fraction of upregulated transcripts increased from 66% to 78% between the groups receiving 13 and 130 kBq, followed by a decrease in the group that received the highest injected activity.

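Of the regulated spleen probes, 51.4%, 59.7% and 52.5% were higher than control at 13, 130 and 260 kBq. The granule serine protease Prtn3 was 3.08-, 7.21- and 1.76-fold higher at these activities, and Cebpe, a transcription factor of late granulocyte maturation, 3.13-, 7.64- and 2.43-fold higher. Hp, the hemoglobin-binding acute-phase protein that neutrophil precursors also make, was 3.03-, 6.80- and 2.29-fold higher. The basophil protease Mcpt8 was 8.42-fold higher at 260 kBq. The authors' normalized values gave 58.6%, 71.5% and 65.8%, and median scaling 16.2%, 44.2% and 13.7%. Every pair of injected spleens differed at more probes than any injected spleen did from the control, at 2407, 2071 and 1555 probes.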

A closer examination of the dose-response relationships for transcripts regulated at all doses in a certain tissue type showed that few transcripts could potentially serve as biomarkers for the absorbed dose in the dose interval studied, i.e., showing a monotone increase or decrease in expression with the absorbed dose. The majority of the affected transcripts showed little or no difference in the response between the different absorbed dose levels. In the lung, a high percentage of the regulated transcripts showed a negative regulation at the lowest absorbed dose level and a positive regulation at the two higher absorbed dose levels. Transcripts associated with the *Cyp2a5*, *Mb*, *Sln*, *Scgb3a1*, and *Plunc *genes in the lungs and the *Clec2d*, *Wsb1*, *Mup4*, *Acaa2*, and *Mpo *genes in the liver showed a monotone increase or decrease in expression with the absorbed dose. 

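In the lung, the secreted airway protein Bpifa1 (formerly Plunc) was at least 22.7-fold lower at 13 kBq and 5.15- and 15.6-fold higher at 130 and 260 kBq. Scgb3a1, a secretoglobin of the upper airway, was 9.46-fold lower and then 4.15- and 4.79-fold higher, and the nasal and hepatic cytochrome Cyp2a5 2.80-fold lower and then 1.83- and 3.45-fold higher. Sarcolipin, Sln, which regulates the calcium pump of atrial muscle, was 15.6-fold lower and then 1.79- and 7.30-fold higher. In the liver, the mitochondrial thiolase Acaa2 was 1.95-, 2.48- and 2.50-fold higher, and higher in the 3 injected livers than in the lone control by a log2 ratio of 1.20. Clec2d was 1.89-, 2.83- and 3.58-fold lower, while the ubiquitin ligase subunit Wsb1 was 2.49-, 2.05- and 1.58-fold lower and the neutrophil peroxidase Mpo 4.05-, 2.73- and 1.85-fold higher, so that the distance of Wsb1 and Mpo from control was smaller at each higher activity. Of all probes regulated at the 3 activities, 56.8% in the lung, 37.2% in the liver, 29.1% in the medulla, 28.9% in the cortex and 26.0% in the spleen were monotone, where chance order gives 33.3%. This share holds for probes that vary independently. Genes that move together take the same order on the 3 arrays, so the comparison does not measure an excess over chance.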

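Nppa encodes atrial natriuretic peptide, a hormone of atrial heart muscle that is also made in the muscle sleeves of the pulmonary veins. Its normalized signal in the lung was 313 in the control, 1367 at 130 kBq and 11317 at 260 kBq, and it was undetected at 13 kBq. It was at least 10.1-fold lower at 13 kBq, 4.37-fold higher at 130 kBq and 36.2-fold higher at 260 kBq. Other cardiac genes were higher with it, with Mybpc3 at least 2.39-fold higher and the cardiac troponin Tnni3 3.47-fold higher at 260 kBq.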

An example of more extreme modulation between dose levels was demonstrated by the *Nppa *gene, which showed a negative regulation at the lowest dose level that transitioned to a positive regulation with a power of 3 and 20 at 130 and 260 kBq, respectively. An example of a weak regulation at the two lower absorbed dose levels followed by a strong regulation at the highest dose level was demonstrated by the *Asprv1 *gene (1.6, 2.1, and 17 at 13, 130, and 260 kBq, respectively). 

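Asprv1 encodes a retroviral-like aspartic protease that processes filaggrin in the granular layer of the epidermis. In the lung it was undetected in the control and at least 3.30-, 5.88- and 93.0-fold higher at 13, 130 and 260 kBq, at normalized signals of 108, 192 and 3034. Other squamous epithelial genes were undetected at 13 kBq and in the control but present at 260 kBq, such as the basal keratin Krt14, at least 39.9-fold higher. In the spleen, where neutrophil transcripts were higher, Asprv1 was 1.83-, 2.37- and 1.26-fold higher.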

In the spleen, the reverse relationship could be seen where *Cfd *showed a nine-fold decrease in expression at the lowest absorbed dose level followed by an increase to about a two-fold decrease at the two higher absorbed dose levels. Whether these or other transcripts investigated could potentially prove to be good biomarkers for absorbed dose is still to be determined, and more studies are needed with a larger interval of absorbed doses, together with analyses using QPCR, immunohistochemistry, and Western blot to study the impact at the protein level.

The biological processes affected in the irradiated tissues were grouped according to seven parental biological processes (metabolism, transport, cellular processes, system processes, developmental processes, immune response, and response to stimuli and stress). The type of biological processes affected was, to a great extent, tissue-specific. However, immune response was affected in all tissues. It has been shown that radiation induces effects linked to the immune response and that these types of effects could be observed from hours up to several weeks after exposure [27]. Furthermore, in addition to a strong association to cellular processes in the spleen and kidney medulla, the effects on the spleen were primarily associated with cell cycle regulation (data not shown). 

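In the spleen at 130 kBq, the mitotic motor Kif11 was 1.95-fold higher, the kinetochore protein Spc25 1.94-fold higher and the apoptosis inhibitor Birc5, which acts in mitosis, 1.90-fold higher. Of 21 measured genes of S phase and mitosis, 9 were regulated upwards and 1, Pcna, downwards (median log2 ratio 0.54, percentile 100). In the same array 21 of 23 neutrophil granule genes and 3 of 9 erythroid genes were higher (median log2 ratios 2.48 and 0.55). At 13 kBq 4 of the S phase and mitosis genes were higher and 3 lower, among the latter the replication licensing genes Mcm2 (1.56-fold) and Mcm6 (1.74-fold, while another probe of this gene was 10.2-fold higher). At 260 kBq 0 were higher and 1 lower. Cell cycle genes were also higher in the lung at 13 kBq (4 of 16, median log2 ratio 0.47) and in the medulla at 260 kBq (4 of 13, median log2 ratio 0.51). Limma over the 3 injected spleens called 0 of the genes higher, and 0 when adjusted over the list alone.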

Among the ten affected biological processes that were associated with cell cycle regulation, nine were detected in the spleen. However, the affected processes were closely linked to the normal functions of the investigated tissues, indicating that the specific effects from irradiation were low.

When comparing the biological processes affected in the different tissues, the kidney medulla-liver and liver-spleen tissue combinations had the fewest modulated processes in common. Both the difference in the types of cells which comprise the liver and spleen (hepatocytes, Kupffer cells, and fat-storing cells versus lymphocytes) and the function of these two organs (metabolic functions and detoxification versus immune defense and blood storage), which are very different in nature, may explain the presence of having few processes in common. However, both the liver and spleen are part of the mononuclear phagocyte system which should suggest a more similar response between the tissues. The question then is why some tissues had more affected biological processes in common. It has previously been stipulated that tissue-specific intracellular signaling pathways are responsible for the markedly different responses found in different tissues following irradiation and that signaling pathways inherently active would be used as a response to the induced stress [8]. This argument could explain why few transcripts and biological processes were affected in two or more tissue types after irradiation.

Iodide administered into the body is primarily accumulated in the thyroid gland by uptake into the thyrocytes and incorporation into the metabolically related thyroid hormones [28]. No control group with stable iodide in the same order as that of ^131^I was included in this study. We do not believe that such a control group would be of any value due to the high iodine concentration in the normal mouse chow. The amount of radioiodide administered in a mouse in the highest absorbed dose group is only one tenth of what each animal consumes in 1 day. Therefore, we believe that the effects obtained in the present study are mainly related to the exposure to ionizing radiation. The injections of ^131^I were done by a very experienced animal technician to reduce potential stress of the injected animals. Unfortunately, no injection was made in the control group. However, no general increased stress response was found, resulting in the common regulation of genes between the tissues and absorbed doses; only a few genes were common between the different absorbed dose levels. This fact also strengthens the interpretation that the differences found between the irradiated mice and controls were due to the ionizing radiation exposure.

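Glucocorticoids, the adrenal hormones of stress, raise genes such as Tsc22d3, Sgk1 and Errfi1. Of these, Tsc22d3 was 3.56-, 2.60-, 2.37- and 2.34-fold lower in spleen, lung, cortex and liver at 13 kBq, and Sgk1 was lower in the 3 injected livers than in the lone control by a log2 ratio of 0.98. As a list, 9 of 15 glucocorticoid-induced genes were lower and 4 higher in the liver at 13 kBq (median log2 ratio -0.82), 6 of 14 lower and 1 higher in the cortex (median -0.42) and 5 of 14 lower and 2 higher in the lung (median -0.43). Without genes the paper names these medians were -0.18, -0.14 and -0.40, with liver and cortex at percentiles 9.92 and 7.17; in the medulla at 13 kBq the median was -0.15, and 0.15 without these genes. At 260 kBq the medians of the whole list were 0.08 in the liver, 0.00 in the cortex, 0.08 in the medulla, -0.03 in the spleen and -0.25 in the lung. Over the injected livers, limma called 3 of the list higher and 1 lower, and 3 and 5 when adjusted over the list alone. Heat shock genes were lower in the spleen at 13 and 130 kBq (6 and 5 of 16, median log2 ratios -0.49 and -0.42). Targets of p53, which DNA damage induces, were higher in the spleen at 260 kBq at 5 of 20 genes and lower at 2 (median log2 ratio 0.24, percentile 99.9, and below control under median scaling), with the cyclin kinase inhibitor Cdkn1a 3.29-fold higher and Mdm2 1.24-fold higher. From the small number of genes shared between tissues and absorbed doses, the paper reasons against a general stress response, and takes this to strengthen its interpretation that differences from the uninjected controls came from ionizing radiation.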

Knowledge about the effects of internal irradiation on the whole genome gene expression on organisms *in vivo *is scarce. To our knowledge, no study has been published presenting radiobiological data at the low absorbed dose levels and dose rates used in the present study. However, two studies have presented results for the mouse kidney and liver at absorbed dose levels as low as 20 mGy after continuous external low-dose-rate irradiation for more than 400 days [9,10]. The results of these studies showed minimal response with less than six genes regulated in either of the studies. No similarity between our results and the results from these two studies was found either in the number of modulated genes or in the specific genes modulated. While the number of regulated transcripts were below six in these two studies, our results showed a much stronger response with 93, 208, and 455 modulated transcripts for the kidney cortex, kidney medulla, and liver, respectively, in the group injected with the highest ^131^I activity. The reason for these discrepancies would most probably be due to the large differences in the irradiation protocol between the two previous studies and the present study. The dose rate in the two earlier studies were between 0.029 and 0.032 μGy/min for the 20 mGy dose level, while in the present study, the mean dose rate was 2.4 and 1.4 μGy/min for the highest injected activity for the kidney and liver, respectively. Discrepancies are most likely also due to the differences in the time of irradiation and time after the start of irradiation. A previous study on human myeloid leukemia cells has shown a general decrease in the power of gene modulation with decreasing dose rate and that some genes showed a clear dose rate dependency while others did not, which further confirms the large differences seen [29]. Others have also investigated the biological effects after high- and low-dose-rate irradiation and found a great difference in the modulated genes, with 2,421 and 608 differentially regulated genes after high- and low-dose irradiation, respectively, in the thymus tissue [30]. Mice were irradiated with external irradiation with either 0.8 Gy/min or 0.7 mGy/h for 5.6 min and 268 days, respectively, up to a total absorbed dose of 4.5 Gy. The results showed a dramatic downregulation of the immune response in the high-dose-rate irradiated mice, together with an increasing risk of thymic lymphoma. A dose rate effect can also be assumed to be present within the results presented in the present study; the absorbed dose was delivered at varying dose rates with time (including effects of biokinetics and physical decay of the radionuclide) as well as with dose, which is an unavoidable consequence of using internal radiation emitters for exposure. A dose rate effect is most likely present, and it can be assumed that this effect has a higher impact with dose compared with time in this study due to the relatively long half-life of ^131^I.

## Conclusion

^131^I is a commonly used radionuclide in routine medicine both for diagnostics and for therapy. While the overall side effect (both acute and late effects) on normal tissues from high-dose exposures is relatively well known, the effects in the low-dose range is still to be explored. Notably, firm data on the risk of cancer development at low-dose irradiation are needed. The results from this study clearly demonstrate radiation-induced regulation of gene expression in the tissue types studied, already at these low absorbed dose levels. The biological response was to some extent tissue-specific, but some pathways affected by radiation were also detected in several tissue types. The data also indicate that only small deviations from the normal functions of the tissues were induced. However, the impact of these deviations is unknown, and further research is needed to evaluate late biological effects.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

All authors were involved in the design of the trial and took part in the interpretation of the data and in revising the manuscript. ES carried out the analysis of data and drafted the manuscript. NR carried out the animal trial. TP and ES carried out the extraction of total RNA. All authors read and approved the final manuscript. All authors have given their final approval of the version to be published.

## Supplementary Material

Additional file 1 **Additional information on the biological processes in the different tissue types**. A supplementary table consisting of additional data on the different biological processes in the different tissue types. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

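Each of the 20 arrays measured 1 RNA pool of 2 female BALB/c mice in 1 of 5 tissues, with 1 pool each for 0, 13, 130 and 260 kBq 131I. The conditions were read from the deposited sample labels. The intensity values deposited without normalization are means over the beads of a probe from the authors' scanner software, without background subtraction. The detection p-value deposited with each intensity compares the probe with the negative control beads of its array. The authors also deposited a table of quantile normalized intensity values on a linear scale; from the values, lung and spleen share 1 distribution and kidney and liver another, so 2 sets had been normalized apart. The authors worked on log2 values of such a table with a variance filter; the method of background correction is not named in the article. The deposited bead summaries of all 20 arrays gave the number of beads and their spread, and single-bead intensities, which cover 12 arrays, were not used here. The paper states 3 hybridizations per sample, while each sample has 1 array in the data used here, so that no error between hybridizations enters any value.

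Signals were processed with R 4.3.3 and limma 3.58.1 and with Python 3.11.15 (numpy, pandas, scipy and matplotlib). Background was estimated from the detection p-values, an offset of 16 was added, and quantile normalization ran over all arrays. Median signals over arrays ran from 119.5 to 134 in the lung and from 99.6 to 132.9 in the liver, and detected probes from 12517 to 12945 and from 8939 to 9655. A ratio between a detected and an undetected value used the lowest detected value of the array with the undetected probe. No ratio of a single gene is named in the text where both are undetected. In list medians and figures, both values were then raised to the floors of their arrays. Such ratios reflect the floors and not the gene. In the medulla at 130 kBq the floor was a normalized signal of 46.7, against 35.4 in the control. Of 25697 probes, 23978 carry 1 gene symbol in the probe table used, and the others are not named. Bead summaries were tied to probes by their means, and 1124 of 26821 bead types have no probe.

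The comparisons were each injected array against the control of its tissue, by fold and bead error without a test. Moderated t-tests (trend of variance on signal, Benjamini-Hochberg adjustment) compared the 3 injected arrays as 1 group with the control, and cortex with medulla over 4 pools. Injected against control was called at an adjusted p under 0.05, without a fold threshold. Cortex against medulla was called at an adjusted p under 0.05 and 1.5-fold. In the former test the control has no replicate and its spread is taken from the injected arrays. By the paper's design, cortex and medulla with the same activity come from the same mice. Their deviations from the mean of their region correlated at 0.233, 0.102, 0.284 and 0.0635 for 13, 130, 260 and 0 kBq. The highest correlation with another pool was 0.0553, -0.0308, -0.0680 and 0.119 in the same order. For the control pool the correlations therefore do not show the pairing. Tested on simulated data with 200 probes planted at a log2 ratio of 1, the injected-against-control test recovered 62% in the cortex, 58.5% in the liver, 47.5% in the medulla, 9.50% in the spleen and 0% in the lung, and at a log2 ratio of 2 at least 86% in each tissue. In the former runs 25, 15, 26, 5 and 8 probes were called falsely in the same order of tissues, beside 124, 117, 95, 19 and 0 true calls, so false calls exceed the nominal 5%. The 37 gene lists hold markers of cell types and members of pathways; a list result is the median log2 ratio of its measured genes, and lists with fewer than 5 measured genes in a tissue are left out of counts. Named genes are the 10 highest and 10 lowest probes of each array, the 10 with the lowest adjusted p in each direction per tissue, genes the paper names, probes shared by 4 or 5 tissues, and members of the lists as examples. The paper's tables were read before this rule and the lists were written.

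Alternatives were the authors' normalized values, no background correction, quantile normalization within a tissue, median scaling, no floor, other filters on dim probes, the bead error as an added requirement, a 2-fold threshold, an adjusted p under 0.01, the test without a trend, leaving out 1 array or pool, and the pool as a block. Median scaling on detected probes, counts without the genes of other-tissue lists, list medians without genes the paper names, and the limits on list percentiles were chosen after seeing the data. Median scaling moved the median of all kept probes by log2 ratios of 0.14, -0.17 and 0.10 in the medulla, -0.12 in the cortex at 130 kBq, -0.12 and -0.20 in the lung at 13 and 260 kBq, and -0.17 and -0.25 in the spleen at 13 and 260 kBq. Gene Ontology annotation, the real-time PCR measurements and the dosimetry were not analysed here.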

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

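The tests on tissue of another kind, on normalization and on fat below, with their gene lists and thresholds, were written before their results were seen; the medians over genes that the paper does not name and the comparison of liver with cortex were chosen after seeing the data.

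Squamous and skeletal muscle transcripts in the lung at 260 kBq are a signal in genes the paper does not discuss: without genes it names, the squamous genes had a median log2 ratio of 3.15 and the skeletal muscle genes 3.71. Tissue of another kind in this lung sample, such as esophagus or chest wall, is a candidate explanation that stays open: at least 70% of the measured genes of both lists were to be 1.5-fold or more higher, and the lower of the 2 shares was 95.5%, but this share describes the pattern, the lists were written after the paper's tables were read, and it does not tell such tissue from a change in the lung itself. Normalization as the source was tested by the lowest median of the squamous genes under any normalization, which was 2.70 and so stayed far above control. The most abundant of the squamous genes, Lor and Krt13, had normalized signals of 14526 and 8427 in this array; the lists hold 27 squamous and 22 skeletal muscle genes, of which 22 and 18 were detected on at least 1 lung array. Cardiac muscle genes that the paper does not name had median log2 ratios of -1.34 and 1.62 in the lung at 13 and 260 kBq, again a signal in genes outside those it discusses. Different amounts of heart or pulmonary vein muscle in the lung samples are a candidate explanation that stays open too: 100% of the measured cardiac genes lay on the same side of control at each of these activities, against a limit of 80%, which again describes the pattern and not its origin. The signal of Mb was 604 in the control and 35.1 and 7685 at 13 and 260 kBq. An effect of the injected activity on any of these genes was not tested, since each activity is carried by 1 pool, and stays open.

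Adipocyte genes in the kidney cortex were lower at 130 kBq, and different amounts of fat in the kidney samples are a candidate explanation, for which at least 70% of the measured genes had to be 1.5-fold or more lower there: the share was 70%, just at this limit, but without genes the paper names 3 of 6 were, which is below it, and the share describes the pattern and not its origin. The list holds 19 genes, of which 10 were detected in the cortex, and Adipoq had signals of 716 in the control and 59.0 at 130 kBq. In the same pool Adipoq was 2.36-fold lower in the medulla and 2.17-fold lower in the spleen but 2.44-fold higher in the lung, and a difference between the mice in body fat was not tested.

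Further signals in genes the paper does not name are the erythroid genes of the liver at 130 kBq (median log2 ratio 1.62). In the lung they are the T cell genes at 13 kBq (1.40), and the adipocyte and fatty acid synthesis genes at 260 kBq (1.52 and 1.69). In the spleen they are the neutrophil granule genes at 13 and 130 kBq (1.74 and 2.67). Fatty acid synthesis genes lay above control in all 3 injected livers and below control in all 3 injected kidney cortices, with a difference of 0.636 between the mean median log2 ratios of the 2 tissues, and this difference was not tested. Without genes the paper names, the cortex medians were at percentiles 2.96, 0.700 and 19.3 of random lists at 13, 130 and 260 kBq, and adipocyte genes were lower in the cortex at 13 and 130 kBq as well (5 and 7 of 10).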

How the results depend on the processing

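Median scaling on detected probes and the count without genes of other-tissue lists were chosen after seeing the data; all other alternatives were not. Over 42 counts and shares, 238 of 356 alternative values stayed within 1.5 times the count, or within the binomial interval of the share, and 118 moved. Counts by fold moved with the background correction, and the signal over background sets how far down ratios of dim probes can be read. Lifting the probe filter (26 values) and the removal of other-tissue genes (20 values) moved none. For counts and shares by fold, lifting the filter could move nothing by construction. Probes undetected on all arrays of a tissue lie at the floors, which differ by less than 1.5-fold within a tissue. Quantile normalization within a tissue moved 1 of 42, the share of higher liver probes (51.1%).

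From the authors' normalized values, probes at 13, 130 and 260 kBq numbered 268, 247 and 363 in the medulla, 198, 115 and 136 in the cortex, 775, 770 and 882 in the liver, 482, 148 and 801 in the lung and 401, 473 and 377 in the spleen, and without background correction 236, 215 and 326 in the medulla, 183, 111 and 120 in the cortex, 706, 697 and 815 in the liver, 561, 170 and 897 in the lung and 486, 556 and 424 in the spleen. At 2-fold they numbered 111, 132 and 180 in the medulla, 96, 74 and 82 in the cortex, 307, 305 and 386 in the liver, 359, 119 and 596 in the lung and 243, 240 and 241 in the spleen. Median scaling gave 1582 in the medulla at 130 kBq, 4209, 4476 and 3622 in the liver and 2231 in the spleen at 260 kBq, and scaling on detected probes 2866 in the liver at 130 kBq. Without the floor there were 1686 in the medulla at 130 kBq and 1363, 1390 and 1237 in the cortex, and over 3 bead standard errors 656 in the medulla at 130 kBq and 412 and 441 in the cortex at 130 and 260 kBq. The cause was not tested, except that a higher threshold or an added requirement passes fewer probes and lifting the floor more by construction.

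The percentage of higher probes, with the authors' values, no background correction, median scaling, scaling on detected probes and 2-fold in this order, was 33.7, 32.9, 42.3, 41.4 and 41.1 in the medulla, 49.2, 50.5, 39.8, 50.3 and 54.8 in the cortex, 60.9, 58.4, 30.3, 59.5 and 72.0 in the lung, and 65.6, 63.6, 22.1, 59.2 and 75 in the spleen; in the liver the last 3 gave 6.10, 69.4 and 58.3. Without the floor it was 42.2 in the medulla, 49.3 in the cortex and 48.7 in the liver; with probes detected on all arrays 43.8 in the medulla and 44.9 in the lung; and over 3 bead standard errors 41.8 in the medulla. The cause was not tested.

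At all 3 activities the authors' values and no background correction gave 22 and 18 probes in the medulla, 15 and 14 in the cortex, 324 and 287 in the liver, 39 and 46 in the lung and 60 and 64 in the spleen, and no floor 180 in the medulla and 215 in the cortex. In 2 or more tissues they gave 173, 167 and 1376. The ratio of control to injected pairs in the liver was 3.89 with the authors' values. The cause was not tested.

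Limma calls of injected against control were 0 in both kidney regions with probes detected on all arrays, which drops Dao by construction (unadjusted p under 0.05: 252 in the medulla and 390 in the cortex). Leaving out 1 injected array gave 1 to 5 in the medulla and 1 to 10 in the cortex, the highest without the 260 kBq array; 118 to 359 in the liver, 118 without the 130 kBq and 189 without the 13 kBq array; 0 to 2 in the lung, the highest without the 260 kBq array; and 0 to 92 in the spleen, 92 without the 130 kBq and 71 without the 260 kBq array. At an adjusted p under 0.01 the liver had 3 calls and without the trend 0, with 1629 probes at an unadjusted p under 0.05. Cortex against medulla gave 604 and 602 calls with the authors' values and no background correction, and 742 to 1255 without 1 pool, the lowest without the 0 kBq pool. With the pool as a replicate block it gave 1290, of which 1160 are among the calls without the block, and the block was run on no other result. The cause was not tested. Of 129 list results beyond the limits on random lists, 109 with the authors' values, 112 with median scaling and 126 with quantile normalization within a tissue were also beyond them, and 9 had the opposite sign with median scaling.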

Differences from the paper's values

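No alternative was added to bring a value closer to the paper's; the alternatives were set before the data were examined, except median scaling on detected probes and the values without genes of the other-tissue lists or without genes the paper names.

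The paper's counts rest on a fold change of 1.5 with an adjusted p under 0.01 and a variance filter, and those here on the fold change alone. Regulated probes in the medulla numbered 2462 at any activity against the paper's 423, and 872, 1020 and 1214 against the paper's 160, 158 and 208 at 13, 130 and 260 kBq. In the cortex they numbered 1627 at any activity against the paper's 260, and 786, 682 and 676 against the paper's 154, 85 and 93. In the liver they numbered 2887 at any activity against the paper's 738, and 1614, 1577 and 1747 against the paper's 417, 427 and 455. In the lung they numbered 3305 at any activity against the paper's 857, and 1400, 588 and 2160 against the paper's 320, 113 and 596. In the spleen they numbered 3141 at any activity against the paper's 607, and 1462, 1322 and 1190 against the paper's 240, 306 and 238. The 2-fold threshold brings all of these within 1.5 times the paper's values except the cortex at 13 kBq; the authors' normalized values do so for the cortex throughout, for the lung at 130 and 260 kBq and at any activity; no background correction does so for the cortex throughout and for the medulla at 13 kBq, 130 kBq and any activity. Under quantile normalization within a tissue, median scaling, no floor, the other filters and the bead error they still differ.

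In the lung at 260 kBq 51.9% were higher against the paper's 80%; the authors' normalized values, no background correction and the 2-fold threshold lie within 1.5 times of it, quantile normalization within a tissue just so at 53.4%, and not median scaling, no floor, the filters and the bead error. Probes at all 3 activities numbered 629 in the liver (about 170 in Figure 1A of the paper, read by eye), 146 in the spleen (about 47), 111 in the lung (about 32), 79 in the medulla (about 14) and 90 in the cortex (about 13). The authors' normalized values reach the figure's values in spleen, lung and cortex, and no background correction in these and the medulla. No alternative run for this count does in the liver, and quantile normalization within a tissue, no floor and the filter on all arrays reach none. The 2-fold threshold, median scaling and the bead error were not run for it. Lung and spleen shared 57 higher probes against the paper's 23 and 48 lower against the paper's 7. The authors' normalized values and no background correction reach the former, and none of the alternatives run for this overlap the latter. The 2-fold threshold, median scaling and the bead error were not among them.

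Fold changes follow with the paper's value in parentheses and negative values for lower. Liver: Prtn3 9.60 (5.0) at 13 kBq, Lyz2 1.71 (3.5) at 130 kBq and Hp 1.53 (4.2) at 260 kBq. Spleen: Cyp2e1 at least -6.38 (-2.7) at 13 kBq, Cd177 8.93 (5.8) at 130 kBq, Arg1 at least 28.2 (8.1), Timp1 12.6 (6.0) at 260 kBq. Lung at 13 kBq: Csrp3 -11.3 (-4.2), Mb -17.2 (-4.5), Myh6 -13.2 (-4.9), Myl1 -15.5 (-4.7), Myl4 -12.6 (-8.0), Bpifa1 at least -22.7 (-5.3), Scgb3a1 -9.46 (-4.4), Sln -15.6 (-5.0), Tnnc1 -11.9 (-4.5), Mybphl -13.4 (-3.7), Asprv1 at least 3.30 (1.6). Lung at 130 kBq: Asprv1 at least 5.88 (2.1). Lung at 260 kBq: Acta1 243 (56), Krt13 at least 258 (50), Krtdap at least 303 (59), Lce3c at least 139.9 (27), Lor 283 (62), Myh8 at least 307 (59), Rptn at least 150.3 (26), Nppa 36.2 (20), Asprv1 at least 93.0 (17). Cortex: Fgg 8.61 (3.6), Gdpd3 at least 10.7 (3.8), Ly6f at least 9.31 (3.5) at 13 kBq, Adipoq -12.1 (-4.8), Car3 -16.4 (-5.7) at 130 kBq, Ces1f 9.53 (6.3), Cryab 8.42 (4.0), Cyp2d9 11.2 (5.0), Dao at least 33.4 (11) at 260 kBq. Medulla: Gdpd3 6.52 (3.4) at 13 kBq, S100a8 5.76 (3.3), Psca -4.66 (-3.1), Cldn11 -7.62 (-3.3) at 130 kBq, Cyp7b1 4.51 (3.0), Dao at least 30.4 (8.6), Ly6f -9.04 (-3.6), Ddx6 -6.10 (-3.9) at 260 kBq.

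With the authors' normalized values none of these differs except Lyz2, Hp, Acta1 and Lor, and with no background correction none except these and, at 260 kBq, Rptn and Asprv1. Cd177, Myl4 and Nppa also do not differ with quantile normalization within a tissue and with median scaling, and Timp1 does not with median scaling; all others differ under both, and all differ without the floor. Another probe of Lyz2 was 4.12-fold higher at 130 kBq and another of Hp 5.08-fold higher at 260 kBq. Of 94 folds the paper states, 49 were within 1.5 times of it, 90 with the authors' normalized values, and all 94 had its direction.

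The paper states that no transcript was shared by all 5 tissues at similar absorbed doses. Car3, S100a9 and a probe of Twistnb passed 1.5-fold in all 5 here, and 0 probes did with the authors' normalized values. Among the settings run for this count, no other reached 0. The paper states that most shared transcripts were higher; 49.2% of the calls were higher here and 55.7% with the authors' normalized values, and no background correction also gave the majority higher. It puts the largest overlap between lung and spleen. Here it was between liver and spleen, with 199 probes against 125, and with the authors' normalized values 46 against 42. No setting run for this count puts lung and spleen first. The 2-fold threshold, median scaling and the bead error were not run for the counts between tissues.

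The paper names Lor as the most strongly affected gene; here Myh8 and Krtdap, at least 307- and 303-fold higher, lay above Lor, and Lor lay above both with the authors' normalized values and with no background correction. The paper finds higher transcripts in the majority in lung, spleen and liver; here 54.5% and 53.4% were higher in spleen and liver but 48.9% in the lung, and they were the majority in the lung with the authors' normalized values (60.9%), no background correction, 2-fold and, chosen after seeing the values, median scaling on detected probes. It finds lower transcripts more frequent in the medulla; 56.6% were higher there at 130 kBq, and the minority with the authors' normalized values (44.9%), no background correction, 2-fold, median scaling, no floor and the bead error. It finds high shares of higher transcripts in the cortex at the lowest and highest dose; 44.5% and 44.5% were higher, above the 42.5% at 130 kBq, and the majority at both with the authors' normalized values (53.5% and 53.7%), no background correction, 2-fold and median scaling. It finds this share growing with dose in liver and lung; here it was 51.5%, 54.4% and 54.1% in the liver and 42.6%, 52.6% and 51.9% in the lung. It grew at each step in both with the authors' normalized values, no background correction and quantile normalization within a tissue. At 2-fold it grew at each step in the lung, while the liver was flat at 63.0% at 130 and 260 kBq. It grew in the liver alone with median scaling, the filter on all arrays and the bead error. In the lung alone it grew with median scaling on detected probes and without the genes of the other-tissue lists, both chosen after seeing the values.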

Other observations

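Some genes passed 1.5-fold the same way in all 5 tissues of a pool, the first 3 below at 13 kBq. The integrin Itgae was 1.86- and 2.73-fold higher in cortex and spleen, and at its called probe the MHC class II gene H2-Ab1 had log2 ratios of 0.96, 0.80, 1.35, 0.69 and 1.12 in medulla, cortex, liver, lung and spleen. Naa15, an acetyltransferase subunit, was 1.55-fold lower in the lung and 1.75-fold lower in the liver, where it was also 3.22-fold lower at 260 kBq. At 260 kBq, Msmo1, an enzyme of cholesterol synthesis, was 2.17-fold higher in the liver and 1.75-fold higher in the lung, and Rnf144a, a ubiquitin ligase, 1.96-fold lower in the spleen. These genes were followed because their probes passed 1.5-fold the same way in all 5 tissues, a count made after the data were seen.

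Pancreatic enzyme genes lay below control in all injected spleens, with median log2 ratios of -0.32, -0.38 and -0.39 over 10 genes at 13, 130 and 260 kBq. Among the 129 list medians beyond the limits on random lists, the sign of 9 turned under median scaling alone. Medians within the limits were not counted. By construction this scaling moves all probes of an array alike (the median of all kept liver probes to -0.45, -0.47 and -0.35 at 13, 130 and 260 kBq). The 9 were macrophage genes in the liver at 13, 130 and 260 kBq, cholesterol synthesis in the liver at 130 and 260 kBq, interferon gamma and MHC genes in the liver at 260 kBq, and in the spleen acute-phase genes at 13 kBq and type I interferon genes and p53 targets at 260 kBq. Probes of the same gene lay on opposite sides of control by 1.5-fold or more for Hnrnpa2b1 in lung and liver, Chil3 and Ube3a in the lung, Ist1 and Rida in the liver, Kyat3 in the cortex and Mcm6 in the spleen.

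Beside the male-biased kidney genes, the Y-linked Eif2s3y and Kdm5d were undetected on all arrays and Xist was detected on all. Uty was detected on 1 of 4 arrays in medulla, lung and spleen and on 0 in cortex and liver. In all 3 tissues this was the control array, at normalized signals of 37.4, 37.5 and 49.8 against floors of 35.4, 32.6 and 37.4. Splitting the 8 kidney arrays in all 35 ways into 4 and 4, a test chosen after the calls were seen, gave as many calls as cortex against medulla in 1 split, the true one, and at most 2 in any other. Every other split mixes both regions in each group, so the difference between regions widens the spread and few probes can pass. The splits also ignore that both regions of an activity come from the same mice, so they do not measure chance. The female-biased kidney genes were higher in the medulla than in the cortex at 3 of 5.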
